# Microarray-based characterization of differential gene expression during vocal fold wound healing in rats

**DOI:** 10.1242/dmm.018366

**Published:** 2015-01-15

**Authors:** Nathan V. Welham, Changying Ling, John A. Dawson, Christina Kendziorski, Susan L. Thibeault, Masaru Yamashita

**Keywords:** Fibrosis, Larynx, Scar formation, Tissue repair, Transcriptome

## Abstract

The vocal fold (VF) mucosa confers elegant biomechanical function for voice production but is susceptible to scar formation following injury. Current understanding of VF wound healing is hindered by a paucity of data and is therefore often generalized from research conducted in skin and other mucosal systems. Here, using a previously validated rat injury model, expression microarray technology and an empirical Bayes analysis approach, we generated a VF-specific transcriptome dataset to better capture the system-level complexity of wound healing in this specialized tissue. We measured differential gene expression at 3, 14 and 60 days post-injury compared to experimentally naïve controls, pursued functional enrichment analyses to refine and add greater biological definition to the previously proposed temporal phases of VF wound healing, and validated the expression and localization of a subset of previously unidentified repair- and regeneration-related genes at the protein level. Our microarray dataset is a resource for the wider research community and has the potential to stimulate new hypotheses and avenues of investigation, improve biological and mechanistic insight, and accelerate the identification of novel therapeutic targets.

## INTRODUCTION

Wound healing is a complex biological process that is characterized by a dynamic series of molecular, cellular and extracellular events (Martin, 1997). These events primarily occur at the wound site but are also orchestrated, in part, at the organ and organism levels (Kisseleva and Brenner, 2008; Mori et al., 2005; Song et al., 2010). The wound healing process is generally conceptualized as consisting of at least three overlapping phases (Gurtner et al., 2008): inflammation (granulocyte and leukocyte infiltration, inflammatory factor secretion), fibroblast and epithelial cell proliferation [provisional extracellular matrix (ECM) deposition, reepithelialization, tissue contraction] and remodeling (ECM reorganization, crosslinking and maturation). In different biological contexts, wound healing can result in a number of outcomes ranging from complete regeneration with restoration of uninjured morphology and function (e.g. fetal wounds) to impaired healing resulting in chronic pathology (e.g. diabetic wounds) (Colwell et al., 2008; Occleston et al., 2010; Schultz et al., 2011; Sullivan et al., 1995). Furthermore, evidence suggests that both the local injury response and eventual repair outcome differ as a function of tissue type. For example, injured adult skin heals more slowly, and with more scar formation, than adult oral mucosa (Schrementi et al., 2008; Szpaderska et al., 2003) and, under permissive conditions, the regeneration-privileged adult liver (Periwal et al., 2014).

The vocal fold (VF) mucosa is a specialized tissue with distinctive repair and regeneration needs. Unlike other upper airway mucosae, it is routinely subject to high-frequency oscillation driven by aerodynamic forces, resulting in compressive, tensile and shear stresses (Gunter, 2004; Titze, 1988). Its ability to generate voice is predominantly a function of favorable tissue viscoelasticity, which in turn is conferred by the organization and structure of its ECM (Gray et al., 2000; Gray et al., 1999). Following injury, the matrix typically undergoes disordered repair, resulting in impaired phonation (Benninger et al., 1996; Choi et al., 2012; Welham et al., 2011a; Welham et al., 2007) and, in humans, significant morbidity (Cohen et al., 2006; Cohen et al., 2012).

Most existing research in VF wound healing is based on a small set of candidate genes, proteins, signaling molecules and cell types, adopted from work in skin and other mucosal systems. System-level datasets are emerging in other areas of VF biology (Thibeault et al., 2003; Welham et al., 2013; Welham et al., 2011b) and show potential in generating new hypotheses and model refinements, as well as identifying new disease biomarkers and therapeutic candidates. Here, using a previously validated rat injury model (Ling et al., 2010a; Tateya et al., 2005; Tateya et al., 2006b), expression microarray technology and an empirical Bayes analysis approach (Kendziorski et al., 2003), we generated a VF-specific transcriptome dataset to better capture the system-level complexity of VF wound healing and serve as a resource for the wider research community. We characterized transcript-level differential expression in injured and experimentally naïve VF mucosae over time, pursued functional enrichment analyses to refine and add greater biological definition to the previously proposed temporal phases of VF wound healing, and validated the expression and localization of a subset of previously unidentified repair- and regeneration-related genes at the protein level.

## RESULTS

### Within-time-point analysis

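RNA from vocal fold (VF) mucosa was hybridized to Affymetrix rat genome arrays, with the mucosae of 4 rats pooled for each array. The array labels give 5 post-injury (PI) and 3 control arrays at 3 days, 5 PI and 3 control arrays at 14 days, and 5 PI and 2 control arrays at 60 days, 23 arrays in all. The methods give 4 PI arrays at 60 days, for want of RNA, and 3 control arrays as at the other times, while the labels and the columns of Fig. 4 give 5 and 2. The labels were followed here. The authors summarized the probes with RMA, and the values are log2 signals between 2.72 and 14.74. The sorted values of all 36 arrays of the series, 13 of them from cultured VF fibroblasts, differed by at most 0.03, so each gene is measured relative to the other RNA of its array. Of 31042 probe sets, 20832 carried a single gene symbol, and these stood for 14218 genes. For the 4526 genes with several probe sets, the probe set with the median of the mean intensities was used, as the methods describe. PI and control arrays were compared with limma over all 23 arrays, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05. Gene groups were 32 lists fixed before the data were examined here, each tested with camera at a preset correlation of 0.01. Some lists hold genes that the paper reports from these arrays, such as Npas2, Per2 and Bhlhe41 in the clock lists. Tests of such lists are not independent of its results. The number of arrays limits the precision of every value. Across genes, the deviations of 3-day PI replicate 5, 14-day control replicate 3 and 60-day PI replicate 4 from their group means correlated with each other (Pearson's r of 0.60, 0.45 and 0.60 for the 3 pairs; genes are not independent replicates). In these arrays, 101 genes of ribosomal proteins and the respiratory chain had median deviations of -0.58, -0.24 and -0.39 log2, in the same order.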

We generated a microarray dataset using rat VF mucosae harvested at three post-injury (PI) time points, and VF mucosae from experimentally naïve age-matched controls (Fig. 1). Injured VF mucosa samples were collected and processed at 3, 14 and 60 days PI, based on previously reported rat data suggesting that these time points represent inflammatory, proliferative and remodeling wound healing phases, respectively (Lim et al., 2006; Ling et al., 2010a; Tateya et al., 2006a; Tateya et al., 2005; Tateya et al., 2006b). Using a ‘within-time-point’ analysis strategy, we first evaluated probes and genes that were differentially expressed across the PI and control conditions at individual time points. 

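At 3 days PI, 2064 genes were higher and 1707 genes were lower than in control mucosa. Tnn, which encodes tenascin-N of the extracellular matrix, was 40.6-fold higher (log2 fold change 5.34, standard error (SE) 0.27, limma adjusted p = 1.54e-11), and Klk1, tissue kallikrein, was 12.1-fold higher (adjusted p = 1.08e-09). Tff2, a trefoil peptide of mucus-secreting cells, fell by 3.49 log2 (SE 0.65, adjusted p = 0.000403), and Upk1a, a uroplakin of superficial epithelial membranes, fell by 2.97 log2 (SE 0.25, adjusted p = 1.61e-08). At 14 days PI, 300 genes were higher and 136 were lower, among them Atp1b4, a muscle protein related to Na,K-ATPase subunits (6.62-fold higher, adjusted p = 3.7e-05), and Cd69, an activation antigen of leukocytes (log2 fold change -1.41, adjusted p = 0.00033). Every PI array lay on the same side of every control array for each of these genes. At 60 days PI, Npas2, Bnc2 and C13h1orf115 were higher and Cd5l, Oprpn, Per2 and Pgf were lower. The totals were 3771, 436 and 7 of 14218 genes and 7135, 595 and 12 of 31042 probe sets, against 5267, 1826 and 1276 genes at an unadjusted p under 0.05; a lognormal-normal mixture model at a posterior probability over 0.95 called 2128, 623 and 20 genes. The 14-day count was 259 without PI replicate 5 and 211, 224 and 172 without control replicates 1, 2 and 3. It was 895 with the controls of the 3 ages pooled and 910 with the 14-day arrays alone. The 3-day count was 2986 without the 30% of genes of lowest mean. Array weights raised the counts at 3 and 14 days, with 6757 genes called at 3 days alone. The 60-day count was 11, 20 and 2 without PI replicates 2, 4 and 5, 0 and 2 without control replicates 1 and 2 (the 7 genes had adjusted p between 0.168 and 0.786 without control replicate 1), and 22 without the 3 arrays that deviated together. Over the other settings it ranged from 0 with the 60-day arrays alone to 55 with array weights and 1000 with the controls of the 3 ages pooled, and other divisions of the 60-day arrays gave as many genes (5 of 21, the real one included).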

We observed an overall decrease in differentially expressed probes and genes with wound healing progression: the numbers of differentially expressed probes and genes were greatest at 3 days PI (4773 probes; 2311 genes) and progressively decreased at 14 days PI (1113 probes; 714 genes) and 60 days PI (78 probes; 49 genes) (Fig. 2). The majority of differentially expressed probes and genes at 3 days PI were exclusive to the 3-day-PI time point (4183 probes; 1931 genes); less than half of the differentially expressed probes and genes at 14 days PI were exclusive to the 14-day-PI time point (501 probes; 315 genes); the minority of differentially expressed probes and genes at 60 days PI were exclusive to the 60-day-PI time point (23 probes; 10 genes). 

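Of the genes called at 3 days PI, 3476 (92.2%) were called at that time point alone, such as Tnnt2, the troponin T of embryonic and cardiac muscle (22.9-fold higher, limma adjusted p = 1.33e-10). The corresponding number was 140 genes (32.1%) at 14 days PI, and at 60 days PI it was 1 gene, Oprpn (14.3%). Another 290 genes were called at 3 and 14 days PI, and C13h1orf115 was called at 14 and 60 days PI. In probe sets, 6722, 182 and 1 were called at 3, 14 and 60 days PI alone. A gene called at a single time point is not thereby shown to respond differently at the others, so the injury effects themselves were compared. They differed between 3 and 14 days PI for 1123 genes, between 3 and 60 days PI for 1906 genes and between 14 and 60 days PI for 11 genes. Passing the test at 3 and 14 days PI in opposite directions were 14 genes. Col4a5, a type IV collagen chain of basement membranes, fell by 0.51 log2 at 3 days PI and rose by 0.70 log2 at 14 days PI (adjusted p = 0.00426 and 0.0027, SE 0.12 for each). Adamts15, a protease of the matrix proteoglycans, had log2 fold changes of -0.44 and 0.83, and Fgfbp1, a carrier protein of fibroblast growth factors, of -0.90 and 1.11. Serpina3n, a protease inhibitor of the acute phase, went the other way, with 0.94 at 3 days PI and -1.75 at 14 days PI. Col4a5, Adamts15, Fgfbp1 and Serpina3n were chosen after their values were seen. At 60 days, Oprpn and C13h1orf115 had adjusted p = 0.634 and 0.168 without control replicate 1.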

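Bnc2, Npas2, Per2, Pgf and Cd5l passed the test at all 3 time points, with every PI array apart from every control array at each of them. Cd5l, a secreted scavenger-receptor protein of macrophages, fell by 1.22, 0.87 and 1.40 log2 at 3, 14 and 60 days PI (limma adjusted p = 0.000113, 0.0176 and 0.0199). Per2, a repressor of the circadian clock, fell by 0.48, 0.84 and 1.02 log2 (adjusted p = 0.0218, 0.00293 and 0.0218). Npas2, an activator of the same clock, fell at 3 days PI and rose at 14 and 60 days PI. Second probe sets of Per2, Pgf and Cd5l moved less: that of Per2 had log2 fold changes of 0.04, -0.04 and 0.02 and that of Cd5l, near the lowest signals, of -0.06, -0.04 and -0.06, while that of Pgf had -0.31, -0.85 and -0.67 (adjusted p = 0.0749, 0.000491 and 0.0907 over probe sets). With the mean of probe sets, Per2 at 3 and 60 days PI and Cd5l at 60 days PI had adjusted p = 0.0537, 0.0581 and 0.0581, and over the settings these ranged from 0.000465 to 0.0537, 0.00264 to 0.465 and 0.000439 to 0.386. Probe sets passing at all 3 time points numbered 9. This count of 5 genes was 30 without 3-day control replicate 1, 8 without 3-day control replicate 2, 11 without 60-day PI replicate 4, 0 without 60-day control replicate 1, 1 without 60-day PI replicate 5 or control replicate 2, 2 without 3-day PI replicate 3, 14-day control replicate 2 or 60-day PI replicate 1, and 3 without 3-day PI replicates 2 or 4, 3-day control replicate 3, 14-day PI replicates 2 or 5 or 14-day control replicates 1 or 3. Per2 at 3 days PI had adjusted p = 0.0527 without PI replicate 3 and 0.164 without control replicate 1, Cd5l at 14 days PI had 0.0831, 0.0816 and 0.064 without control replicates 1, 2 and 3, Npas2 at 14 days PI had 0.0624 to 0.209 without any array of that time point, and at 60 days the 5 genes had 0.197 to 0.786 without control replicate 1, those other than Pgf had 0.0521 to 0.221 without control replicate 2 and 0.0572 to 0.0666 without PI replicate 5, Bnc2 had 0.0623 and 0.0531 without PI replicates 1 and 2, and Per2 had 0.0503 without PI replicate 1.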

A total of 18 genes, represented by 25 probes, were differentially expressed at all time points.

**Fig. 1.**
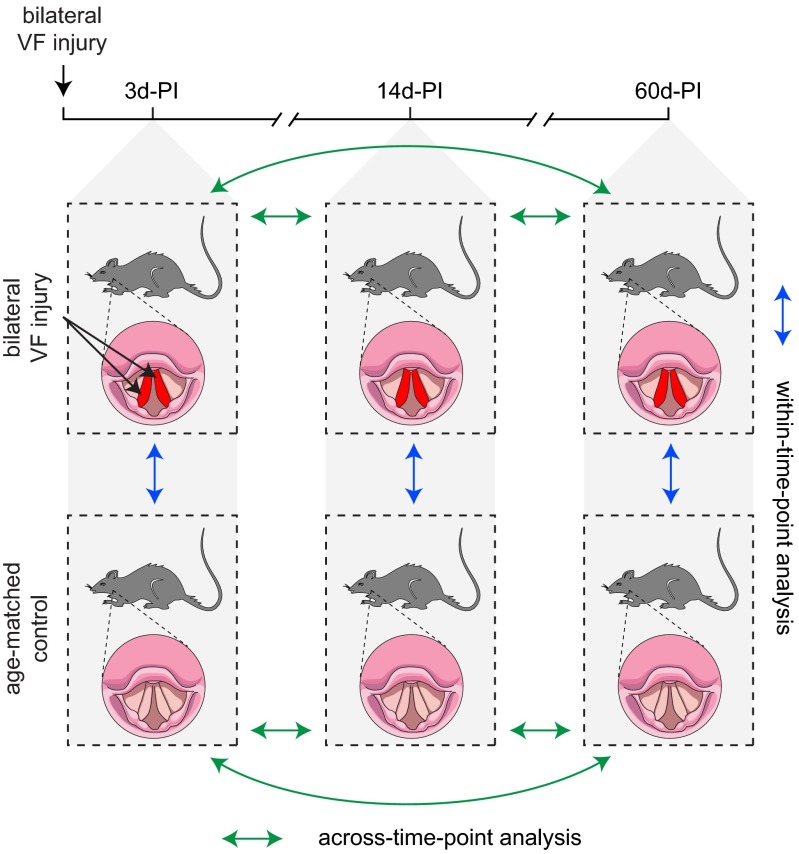
**Experimental design and analysis strategy.** A set of 4-month-old rats received bilateral vocal fold (VF) mucosal stripping injuries, followed by tissue harvest at 3, 14 and 60 days post-injury (d-PI). A parallel set of experimentally naïve age-matched rats were used as controls. Blue arrows indicate the primary comparisons of interest in the within-time-point analysis; green arrows indicate the primary comparisons of interest in the across-time-point analysis.

**Fig. 2.**
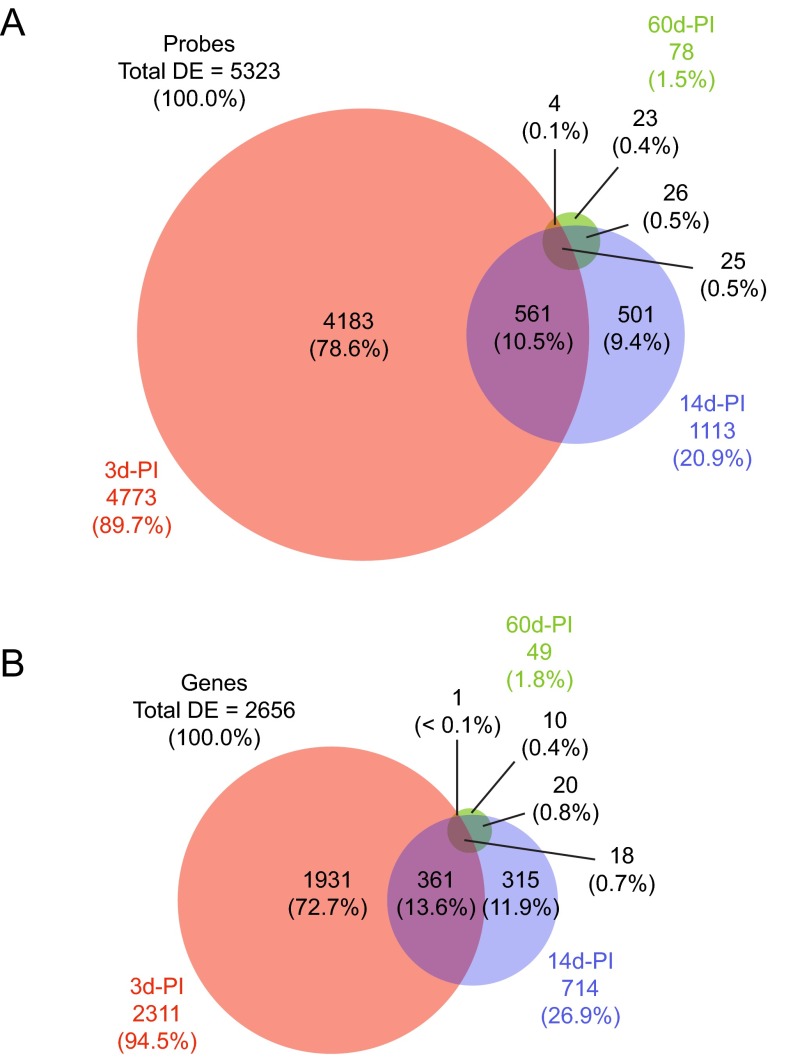
**Within-time-point analysis summary.** Venn diagrams illustrating the overlap in differentially expressed (DE) probes (A) and genes (B) at 3, 14 and 60 days post-injury (d-PI) compared to age-matched controls. Thresholding was performed using a >0.95 posterior probability of differential expression. Owing to rounding errors, not all percentages add up to 100.0%.

**RESOURCE IMPACT**

**Background**

Injury to the vocal fold (VF) mucosa initiates a series of wound healing events that can lead to scar formation. Scarred VF mucosa is characterized by disordered tissue biomechanics and vibratory function, which can result in loss of voice (dysphonia) and reduced quality of life. There are currently no effective therapies for the scarred VF mucosa. A significant hindrance to progress in this area is the lack of VF-specific ‘omic’ data, particularly at the level of transcriptomics. The availability of ‘omic’ datasets would help to advance our understanding of the system-level complexity of wound healing as it occurs in the dynamic biomechanical environment of the VF mucosa.

**Results**

In this study, the authors used a previously validated *in vivo* rat model of VF injury. They combined expression microarray technology with an empirical Bayes analysis approach to examine differential gene expression at 3, 14 and 60 days post-injury (PI) compared to experimentally naïve controls. Overall, transcriptional activity was highest at 3 days PI and then tapered over time. Early transcription events at 3 days PI were primarily associated with cell division and proliferation, as well as cell adhesion to the provisional extracellular matrix (ECM). Acute inflammatory activity, first detected at this time point, continued further and was accompanied by the acceleration of ECM-related transcription at 14 days PI. The authors observed clear resolution of inflammation- and proliferation-driven transcriptional activity by 60 days PI, by which time they could detect only ten differentially expressed genes. A gene set that is predominantly associated with muscle differentiation, contractile function and repair exhibited sustained differential expression throughout the entire experimental time course.

**Implications and future directions**

The microarray dataset produced in this study is publically available at the Gene Expression Omnibus (GEO) repository and thus represents a valuable resource for the wider research community with the potential to stimulate new hypotheses and avenues of investigation, improve biological and mechanistic insight, and accelerate the identification of novel therapeutic targets for VF injury and scarring. The analysis offers a more accurate biological definition of the temporal phases of VF wound healing compared to that previously proposed. Future work with this ‘omic’ dataset might include the refinement and validation of existing *in vitro* models, the examination of tissue-specific differences in wound healing outcome and, ultimately, the identification of a therapeutically-relevant transcriptomic signature for scarless tissue regeneration.

### Across-time-point analysis

We also performed a parallel analysis of the gene-level data using an ‘across-time-point’ analysis strategy, focusing on genes that were differentially expressed over time within the PI and control conditions, respectively. Genes identified as differentially expressed within either condition were further categorized into one of four patterns: 3d-outgroup (3d-out; differentially expressed at the 3-day time point compared with at 14 days and 60 days); 14d-out (differentially expressed at the 14-day time point compared with at 3 days and 60 days); 60d-out (differentially expressed at the 60-day time point compared with at 3 days and 14 days); and distinct (differentially expressed across all three time points). A total of 3605 differentially expressed genes were identified in the PI condition (Fig. 3A): the majority (3272 genes; 90.8%) exhibited a 3d-out pattern (Fig. 3B), consistent with predominant transcriptional activity during the inflammatory wound healing phase. In contrast, 139 differentially expressed genes were identified in the control condition (Fig. 3A): the majority (126 genes; 90.6%) exhibited a 60d-out pattern (Fig. 3C), consistent with slow-changing transcriptional activity that might be attributable to maturation or aging. 

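Across the 3 PI groups, 5465 genes changed (limma F test, adjusted p under 0.05; 6619 at an unadjusted p under 0.05). A 3d-out pattern fitted 3616 of them (66.2%; exact Clopper-Pearson 95% interval 64.9 to 67.4, covering counting error only), 1901 of which were higher and 1715 lower at 3 days PI. The distinct pattern fitted 1336 genes, the 60d-out pattern 330 and the 14d-out pattern 183. Ccna2, the cyclin of S phase and mitosis, was 9.36 ± 0.12 log2 (SD, n = 5 arrays) at 3 days PI, 7.29 ± 0.35 at 14 days PI and 7.36 ± 0.19 at 60 days PI. Mb, the oxygen-binding myoglobin of muscle, was lower at 3 days PI, at 12.65 ± 0.43, 14.11 ± 0.11 and 14.11 ± 0.06 log2. Mymk, a membrane protein needed for the fusion of myoblasts, had a distinct pattern, at 10.35 ± 0.52, 6.31 ± 0.22 and 5.34 ± 0.15 log2. Patterns were chosen by the Bayesian information criterion. The lognormal-normal model called 3353 genes, with a 3d-out pattern in 91.7%.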

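In control mucosa, Col3a1, the fibrillar collagen type III, was 13.71 ± 0.08 log2 (SD, n = 3 arrays) in the 3-day group, 13.65 ± 0.07 (n = 3) in the 14-day group and 13.11 ± 0.13 (n = 2) in the 60-day group. Entpd8, an enzyme that hydrolyses extracellular nucleotides, was 6.23 ± 0.13, 6.28 ± 0.06 and 7.17 ± 0.32 log2 in these groups. These 2 genes changed across the control groups (limma adjusted p = 0.0443 for each), with a 60d-out pattern, and were chosen after their values were seen. At an unadjusted p under 0.05 there were 945 genes, and the lognormal-normal model called 64, of which 61 (95.3%) had a 60d-out pattern. The limma count was 13 without 60-day control replicate 2, 6 without 60-day control replicate 1, 4 without 3-day control replicate 1, and 0 without any other control array. Leaving out the 3 arrays that deviated together gave 9 genes.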

Further analysis of the 76 genes that were differentially expressed in both PI and control conditions revealed that 12 genes (15.8%) showed no change in differential expression pattern across conditions, whereas the majority (31 genes; 41.8%) switched from a 60d-out pattern (the predominant pattern in the control condition) to a 3d-out pattern (the predominant pattern in the PI condition) following injury (Fig. 3D).

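Col3a1 and Entpd8 also changed across the PI groups (limma adjusted p = 7.91e-11 and 0.0128). Col3a1 fell with time PI, from 14.44 ± 0.09 log2 (SD, n = 5) at 3 days to 14.15 ± 0.04 at 14 days and 13.29 ± 0.12 at 60 days. Entpd8 was 6.58 ± 0.11, 6.76 ± 0.10 and 6.98 ± 0.24 log2. Each moved from a 60d-out pattern in control mucosa to a distinct pattern in PI mucosa. With the lognormal-normal model, 40 genes changed in both conditions, of which 18 moved from 60d-out in control to 3d-out in PI mucosa, 15 from 60d-out to distinct and 4 kept their pattern.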

**Fig. 3.**
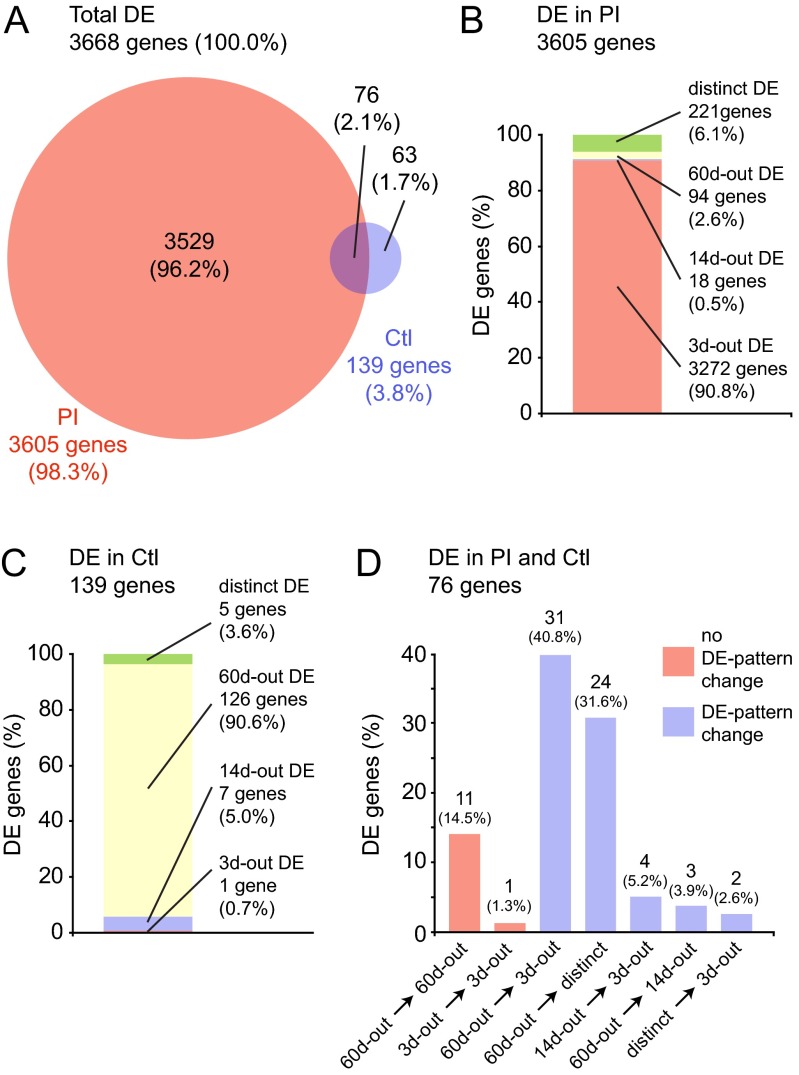
**Across-time-point analysis summary.** (A) Venn diagram illustrating overlap in differentially expressed (DE) genes in post-injury (PI) and control (Ctl) conditions, irrespective of time point. (B) Distribution of differential expression patterns for 3605 differentially expressed genes in the PI condition. The majority of genes (90.8%) exhibited a 3d-out pattern. (C) Distribution of differential expression patterns for 139 differentially expressed genes in the control condition. The majority of genes (90.6%) exhibited a 60d-out pattern. (D) Change in differential expression pattern for 76 differentially expressed genes in both control and PI conditions. The majority of genes (40.8%) changed from a 60d-out pattern in the control condition to a 3d-out pattern in the PI condition. Differential expression patterns are defined in the main text. Thresholding was performed using a >0.95 posterior probability of differential expression. Owing to rounding errors, not all percentages add up to 100.0%.

### A subset of genes exhibit sustained differential expression throughout the wound healing process

Next, we examined the subset of 18 genes that were consistently differentially expressed at 3, 14 and 60 days PI in the within-time-point analysis, compared with genes that were differentially expressed over time in the PI condition but not the control condition in the across-time-point analysis. 

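Bnc2, Npas2 and Pgf were called at every time point and also changed across time in PI mucosa but not in control mucosa. Bnc2, a zinc finger transcription factor, rose 2.69-fold, 1.76-fold and 1.61-fold at 3, 14 and 60 days PI (limma adjusted p = 4.16e-09, 0.000141 and 0.0368), and the adjusted p across time was 8.27e-08 in PI and 0.839 in control mucosa. Npas2 was 8.96 ± 0.27 log2 (SD, n = 3) in control and 7.89 ± 0.21 (n = 5) in PI mucosa at 3 days, 8.65 ± 0.08 and 9.27 ± 0.13 at 14 days, and 7.99 ± 0.31 (n = 2) and 9.20 ± 0.35 at 60 days. Of the 18 genes that the paper reports at every time point, 17 have a named probe set here. All 17 were called at 3 days PI, 16 at 14 days PI (Slc2a6, a glucose transporter, had adjusted p = 0.067) and 5 at 60 days PI, where the adjusted p of the other 12 lay between 0.0715 and 0.17. The study picked these genes on the same arrays, so their count is not independent evidence. At 60 days, 6 were higher and 11 lower than in control. At 60 days, Bnc2 had adjusted p = 0.0623, 0.0531 and 0.0666 without PI replicates 1, 2 and 5 and 0.786 and 0.124 without control replicates 1 and 2, Npas2 had 0.0572 without PI replicate 5 and 0.634 and 0.0521 without the controls, and Pgf had 0.207 without control replicate 1. At 14 days, Npas2 passed at adjusted p = 0.0495 and failed without any single array of that time point (0.0624 to 0.209).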

A total of 9 genes were differentially expressed under both scenarios (Fig. 4), including the muscle-related genes *Myh2*, *Myh3*, *Myod1* and *Casq2*. In addition to exhibiting consistent differential expression across conditions and time points, several genes within this subset showed temporal transcription variation. For example, *Myh3*, *Myod1* and *Casq2*, as well as the fibrinolysis inhibitor *Serpine1* and the basal epithelial cell transcription factor *Bnc2*, showed the highest expression levels at 3 days PI followed by tapering as wound healing progressed, whereas *Myh2* was highly expressed beginning at 14 days PI. 

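Myh3, the embryonic myosin heavy chain, was 74.5-fold higher than in control at 3 days PI, 14.3-fold higher at 14 days PI and 2.26-fold higher at 60 days PI (SE 0.22, 0.22 and 0.25 log2; limma adjusted p = 8.27e-14, 1.08e-09 and 0.0721). Myod1, a transcription factor that commits cells to the muscle lineage, had log2 fold changes of 3.10, 1.54 and 1.20 (adjusted p = 1.45e-09, 0.00033 and 0.0721). Casq2, which binds calcium in the sarcoplasmic reticulum, had log2 fold changes of 2.75, 1.79 and 0.87 (adjusted p = 1.55e-10, 3.96e-06 and 0.0729). Between 3 and 14 days PI the effects on these 3 genes differed by 2.38, 1.56 and 0.96 log2 (adjusted p = 3.91e-05, 0.00284 and 0.0125), and between 14 and 60 days PI the effect on Myh3 differed by 2.66 log2 (adjusted p = 0.00126). Myh2, the myosin heavy chain of fast oxidative fibers, fell by 1.46 log2 at 3 days PI, rose by 1.51 log2 at 14 days PI, and had a log2 fold change of 1.53 at 60 days PI (adjusted p = 0.00079, 0.00548 and 0.0836). The effect on Myh2 at 3 days PI lay below that at 14 days PI by a difference of -2.98 log2 (adjusted p = 9.03e-05). At 60 days, Myh3 had adjusted p = 0.0261 without PI replicate 3, and Myod1 had 0.0267 without PI replicate 4. With the controls of the 3 ages pooled, Myh3, Myod1, Casq2 and Myh2 passed at 60 days (adjusted p = 0.000428, 0.0116, 0.000331 and 0.000155), and their adjusted p reached 0.541, 0.525, 0.465 and 0.483 with the 60-day arrays alone.

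**Figure D1:**
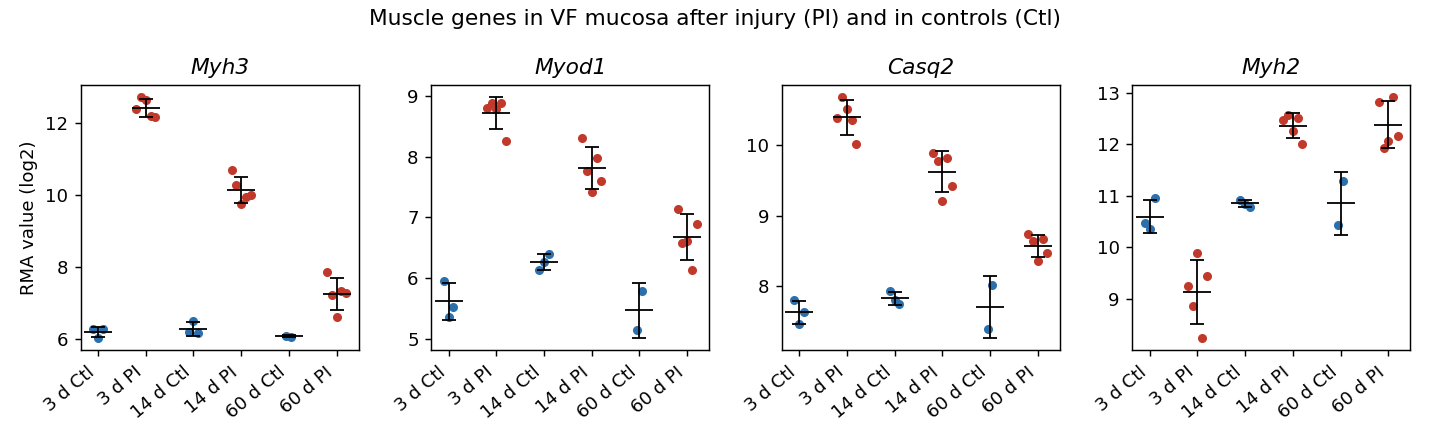
RMA values (log2) of Myh3, Myod1, Casq2 and Myh2 by array in control (blue) and PI (red) mucosa at 3, 14 and 60 days, with the mean and SD of each group. PI arrays and control arrays do not overlap at any time point, and Myh2 lies below control at 3 days only.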

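Pgf, placental growth factor, fell by 0.71, 1.03 and 1.04 log2 at 3, 14 and 60 days PI (limma adjusted p = 0.000194, 5.33e-05 and 0.00461). The differences of its effect at 3 days PI from those at 14 and 60 days PI were 0.32 and 0.33 log2 (adjusted p = 0.3 and 0.26). Nrtn, neurturin of the GDNF family, fell by 1.24 and 0.96 log2 at 3 and 14 days PI (adjusted p = 2.31e-05 and 0.00372) and had a log2 fold change of -0.98 at 60 days PI (adjusted p = 0.0721). Nalcn, a sodium leak channel, was 7.27 ± 0.73 log2 (SD, n = 3) in control and 5.65 ± 0.18 (n = 5) in PI mucosa at 3 days, 7.08 ± 0.07 and 6.14 ± 0.15 at 14 days, and 6.87 ± 0.28 (n = 2) and 5.74 ± 0.15 at 60 days. It fell at 3 and 14 days PI (adjusted p = 3.48e-06 and 0.0101) and had adjusted p = 0.0715 at 60 days. A difference between time points that misses the test does not show equal effects. Nalcn at 14 days had adjusted p = 0.0596 and 0.0508 without control replicates 2 and 3, Nrtn at 60 days had 0.046 without PI replicate 2, and Pgf at 60 days had 0.207 without control replicate 1.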

Other genes in this subset, such as the angiogenesis promotor *Pgf*, the neurotrophic factor *Nrtn* and the ion channel *Nalcn*, showed more uniform differential expression over the experimental time course.

**Fig. 4.**
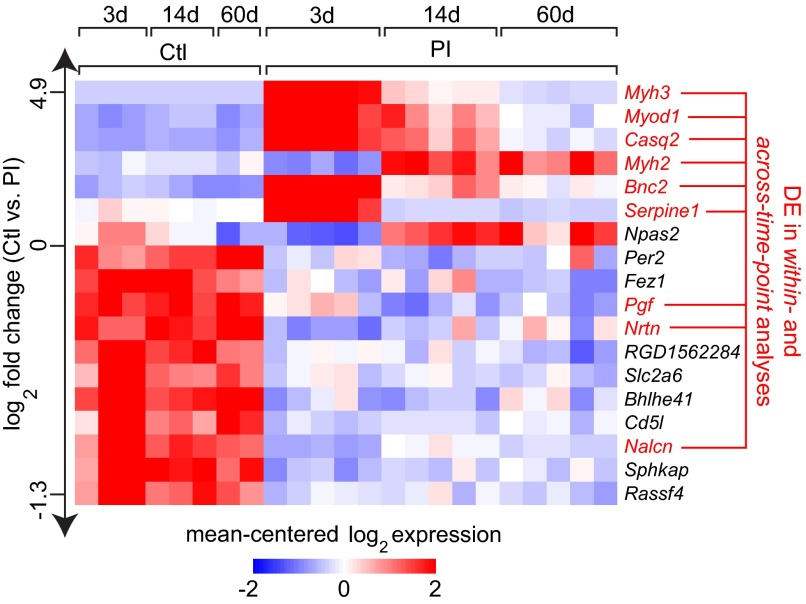
**Heat map summarizing expression data for 18 genes exhibiting differential expression across control and PI conditions at all time points in the within-time-point analysis.** Gene names in red were also differentially expressed (DE) over time in the PI condition [but not the control (Ctl) condition] in the across-time-point analysis. Genes are ranked by log_2_ fold change (mean expression value in PI arrays versus mean expression value in control arrays, irrespective of time point) along the vertical axis. Color intensity represents the mean-centered log_2_ expression within each row. Thresholding was performed using a >0.95 posterior probability of differential expression. Expression values for genes represented by multiple probes reflect the probe with the maximum median for the mean across-array intensity.

### Differential expression at 3 days PI

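Among the genes called at 3 days PI alone, 1882 were higher and 1594 lower in PI mucosa. Tnn and Tnnt2 were among the higher genes, while Sctr, the secretin receptor, Nxpe2 and Cyp2a3, a cytochrome P450 of airway epithelium, had log2 fold changes of -2.75, -2.69 and -2.40. Of 30 genes of mature skeletal muscle, 15 fell and 4 rose at 3 days PI (16 and 4 when adjusted over the list alone), with a median log2 fold change of -0.53, a mean of -0.04 and camera adjusted p = 0.0196, or adjusted p = 0.69 with an estimated correlation. The lognormal-normal model called only 2 of these 30 genes lower and 4 higher. Tcap, which caps titin in the sarcomere, fell by 1.51 log2 (SE 0.25, limma adjusted p = 0.00011), and Mb fell by 1.23 log2 (SE 0.17, adjusted p = 1.8e-05). The 4 that rose, Tnnc1, Tnni1, Myh7 and Tnnt1, belong to slow fibers. Of 17 genes of muscle regeneration and embryonic muscle, 15 rose and 1, Sln, fell, with the same numbers when adjusted over the list alone (median 2.40, camera adjusted p = 1.99e-18; adjusted p = 0.0251 with an estimated correlation). Myog, a transcription factor of myoblast differentiation, was 10.6-fold higher (adjusted p = 7.64e-10).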

Of the 1931 genes exclusively differentially expressed at 3 days PI compared to control, 1130 were upregulated in the PI condition and 801 were downregulated in the PI condition (Fig. 5A). Enrichment analysis using the Gene Ontology (GO) annotations (Gene Ontology Consortium, 2013) revealed a cluster of overrepresented biological process terms associated with cell adhesion, cell cycle and mitotic processes, as well as cellular component terms associated with the cytoskeleton, chromosomes and ECM (Fig. 5B). 

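Of 22 genes of cell division and mitosis, 19 rose and 0 fell at 3 days PI (20 rose when adjusted over the list alone), with a median log2 fold change of 1.67 (camera adjusted p = 7e-22; adjusted p = 0.0251 with an estimated correlation). Ccna2 rose by 2.52 log2 (SE 0.19, limma adjusted p = 4.84e-09) and Cdk1, the kinase that drives entry into mitosis, by 2.48 log2 (SE 0.27, adjusted p = 6.07e-07). Of 21 genes of DNA replication, 19 rose and 0 fell (21 rose when adjusted over the list alone; median 0.91, camera adjusted p = 1.81e-16; adjusted p = 0.0251 with an estimated correlation), among them Mcm5, a subunit of the replicative helicase (2.38-fold, adjusted p = 1.38e-07). Of 19 genes of the provisional matrix and cell adhesion, 10 rose and 1, Sdc4, fell (12 and 1 when adjusted over the list alone; median 0.70, camera adjusted p = 1.03e-06; adjusted p = 0.22 with an estimated correlation). Postn, periostin, rose 3.78-fold (adjusted p = 9.01e-10) and Itgb3, an integrin chain that binds fibrin and vitronectin, had a log2 fold change of 1.19. Of 23 genes of collagen fibril formation, 18 rose and 0 fell (20 rose when adjusted over the list alone; median 1.31, camera adjusted p = 5.76e-18; adjusted p = 0.0102 with an estimated correlation), including Plod2, which hydroxylates collagen lysines (8.09-fold, adjusted p = 3.77e-11), and Col1a1 (4.91-fold, adjusted p = 7.96e-10). Of 21 basement membrane genes, 11 rose and 5 fell (12 and 5 when adjusted over the list alone; median 0.42, camera adjusted p = 0.00121; adjusted p = 0.254 with an estimated correlation), with Nid2, a nidogen that links laminin to collagen IV, up by 2.55 log2 and Col4a6 down (log2 fold change -1.32).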

We identified no overrepresented molecular function terms at 3 days PI.

**Fig. 5.**
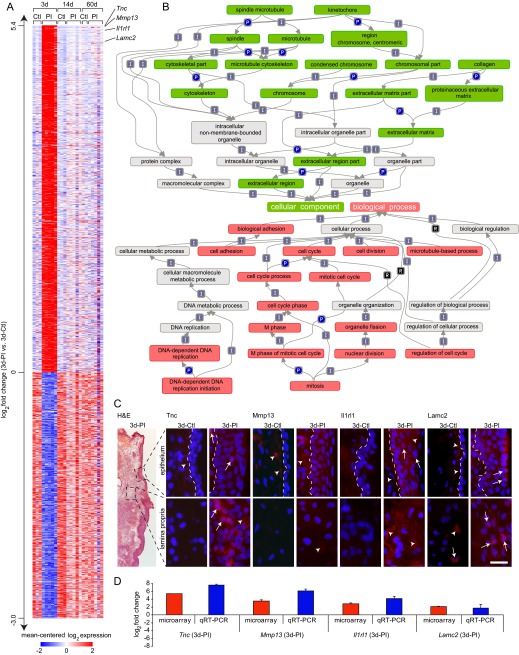
**Expression, enrichment and validation analyses of genes exhibiting differential expression at 3 days PI compared to age-matched controls.** (A) Heat map summarizing expression data for 1931 differentially expressed genes exclusive to the 3-day PI (3d-PI) time point. Genes are ranked by log_2_ fold change [mean expression value in 3d-PI arrays versus mean expression value in age-matched control (3d-Ctl) arrays] along the vertical axis. Color intensity represents mean-centered log_2_ expression within each row. Thresholding was performed using a >0.95 posterior probability of differential expression. Expression values for genes represented by multiple probes reflect the probe with the maximum median for the mean across-array intensity. (B) Hierarchical map summarizing relationships between overrepresented gene ontology terms at 3d-PI compared to 3d-Ctl. Overrepresented biological process terms are red; overrepresented cellular component terms are green; interconnecting terms are gray. Arrows between related terms signify ‘is a’ (I), ‘part of’ (P) or ‘regulates’ (R). Overrepresented terms were enriched for at least 10 differentially expressed genes and surpassed a *z*-score threshold of 5. No overrepresented molecular function terms were identified at this time point. (C) Images showing the morphology of the VF mucosa and immunovalidation of proteins corresponding to four representative gene transcripts of interest at 3d-PI. Frozen VF mucosa coronal sections were stained with H&E, anti-tenascin C (Tnc), anti-matrix metalloproteinase 13 (Mmp13), anti-interleukin 1 receptor-like 1 (Il1rl1) or anti-laminin γ2 (Lamc2) antibodies (red), and the nuclear dye DAPI (blue). Black dashed boxes in the H&E-stained image indicate the approximate anatomic orientation of all immunostained images. White dashed lines in the upper set of immunostained images indicate the boundary between the epithelium (right) and superficial lamina propria (left). Arrows indicate positively labeled cells; arrowheads indicate positive extracellular signals. Scale bar: 300 μm (H&E-stained image); 30 μm (immunostained images). (D) qRT-PCR-based validation of the four representative gene transcripts highlighted in A and analyzed at the protein level in C (mean±s.e.m.).

We selected four highly upregulated genes for immunovalidation and localization at the protein level using immunohistochemistry (IHC) (Fig. 5C), alongside validation at the transcript level using quantitative real-time PCR (qRT-PCR) (Fig. 5D). 

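Tnc, which encodes the hexameric glycoprotein tenascin C, was 50.0-fold higher in PI than in control mucosa at 3 days (log2 fold change 5.64, SE 0.25, limma adjusted p = 2.13e-12), and all 5 PI arrays lay above all 3 control arrays. At 14 and 60 days PI its log2 fold changes were 0.91 and 0.29 (adjusted p = 0.0538 and 0.805). Of 19 genes of myofibroblasts and the TGF-beta response, 14 rose and 0 fell at 3 days PI (14 when adjusted over the list alone; median 0.78, camera adjusted p = 4.09e-09; adjusted p = 0.00881 with an estimated correlation). Cthrc1, a secreted collagen triple helix repeat protein, rose by 2.50 log2, and Ccn4 and Ccn1, matricellular signaling proteins, by 2.02 and 1.99 log2. Of 16 genes of hyaluronan and small proteoglycans, 7 rose and 1, Omd, fell (7 and 2 when adjusted over the list alone; median 0.31, camera adjusted p = 0.0134; adjusted p = 0.22 with an estimated correlation). Has2, a hyaluronan synthase, rose 2.08-fold (adjusted p = 3.27e-07), and Tnfaip6, which transfers heavy chains onto hyaluronan, rose 3.07-fold (adjusted p = 1.95e-05).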

The extracellular glycoprotein transcript *Tnc* was upregulated 41.6-fold in the PI condition compared to control; IHC revealed a corresponding increase in cellular and extracellular tenascin C immunosignals in the lamina propria. 

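Mmp13, a collagenase that cleaves fibrillar collagen, was 4.96 ± 0.63 log2 (SD, n = 3) in control and 8.47 ± 0.72 (n = 5) in PI mucosa at 3 days. It was 11.4-fold higher in PI mucosa (log2 fold change 3.51, SE 0.54, limma adjusted p = 5.22e-05), with every PI array above every control array. Its log2 fold changes were 0.46 and 0.74 at 14 and 60 days PI (adjusted p = 0.866 and 0.779), and its effect was 3.05 log2 higher at 3 than at 14 days PI (adjusted p = 0.0155). Of 22 genes of matrix proteases and their inhibitors, 13 rose and 3 fell at 3 days PI (14 and 3 when adjusted over the list alone; median 0.63, camera adjusted p = 0.00309; adjusted p = 0.254 with an estimated correlation). Adamts4, an aggrecanase, rose 7.55-fold (adjusted p = 1e-09) and Mmp7, matrilysin, 5.17-fold (adjusted p = 0.000239). The falling members were Mmp12, the elastase of macrophages (log2 fold change -2.09, adjusted p = 3.2e-05), and the inhibitors Timp3 and Timp4. Of the same 22, 4 rose and 1, Timp3, fell at 14 days PI (4 and 2 when adjusted over the list alone; median 0.04, camera adjusted p = 0.403). At that time Adamts4 and Mmp11 had adjusted p = 0.0617 and 0.0512 without control replicate 2 and 0.129 and 0.0515 without control replicate 3. Of these 22, 0 passed with limma at 60 days PI, 5 had an unadjusted p under 0.05 and the lognormal-normal model called 0 (median -0.19, camera adjusted p = 0.4).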

The matrix metalloproteinase (specifically, collagenase) transcript *Mmp13* was upregulated 11.9-fold in the PI condition compared to control; IHC revealed a corresponding increase in extracellular matrix metalloproteinase 13 immunosignals in the subepithelium and superficial lamina propria. The Toll-interleukin receptor transcript *Il1rl1* (also known as *St2*) was upregulated 6.7-fold in the PI condition compared to control; IHC revealed a corresponding increase in cellular interleukin 1 receptor-like 1 immunosignals in the epithelium (consistent with the membrane-bound receptor isoform of the protein) as well as extracellular immunosignals in the lamina propria (consistent with the soluble isoform of the protein). 

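Il1rl1, the receptor of interleukin 33, is represented by 2 probe sets. The probe set that the rule leaves out had a log2 fold change of 2.55 (5.87-fold; SE 0.21, limma adjusted p = 1.93e-08 over probe sets) at 3 days PI. The probe set that the median rule selects was 6.03 ± 0.06 log2 (SD, n = 3) in control and 5.96 ± 0.09 (n = 5) in PI mucosa, a log2 fold change of -0.07 (SE 0.10, adjusted p = 0.636). The mean of both probe sets gave a log2 fold change of 1.24 (adjusted p = 1.45e-07), and the gene's adjusted p ranged up to 0.731 under the other settings. Of 23 genes of acute inflammatory mediators, 9 rose and 1, Ccl3, fell at 3 days PI (9 and 1 when adjusted over the list alone; median 0.26, camera adjusted p = 0.0687). S100a8 and S100a9, which form the calprotectin of neutrophils, were 10.2-fold and 9.28-fold higher (adjusted p = 0.000667 and 0.00418), and in the deviating array, 3-day PI replicate 5, the mean of this list was the lowest of its group; without the 3 arrays that deviated together its median was 0.64 and 10 genes rose. Of 9 neutrophil genes, 4 rose and 0 fell (5 when adjusted over the list alone; median 0.50, camera adjusted p = 0.014; adjusted p = 0.42 with an estimated correlation), including Csf3r, the receptor of granulocyte colony-stimulating factor, at 5.66-fold (adjusted p = 0.000179).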

The epithelium-basement membrane anchoring filament transcript *Lamc2* was upregulated 4.0-fold in the PI condition compared to control; IHC revealed a corresponding increase in cellular laminin γ2 immunosignals in the luminal epithelium and lamina propria.

### Differential expression at 14 days PI

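Genes called at 14 days PI alone comprised 107 that were higher and 33 that were lower in PI mucosa. Cimap3, a protein of ciliary microtubules, rose 3.41-fold (SE 0.30 log2, limma adjusted p = 0.00175), and Dnah7, a dynein heavy chain, had a log2 fold change of 1.43 (adjusted p = 0.0176); of 14 genes of ciliated cells, 2 were called at 14 days PI alone. Cdhr4, a cadherin-related protein, rose 3.29-fold (adjusted p = 0.00301), and Myoz2, which binds calcineurin at the Z-disc of slow fibers, 2.60-fold (adjusted p = 0.00986). Jchain, which joins IgA and IgM into polymers, was 9.27 ± 0.41 log2 (SD, n = 3) in control and 11.15 ± 0.48 (n = 5) in PI mucosa (limma adjusted p = 0.0159). Among the genes that fell, Edn1, the vasoconstrictor endothelin 1, dropped by 0.91 log2 (adjusted p = 0.00162), and Nr1d1, a repressor of the circadian clock, dropped by 1.69 log2 (adjusted p = 0.00641). Jchain had adjusted p = 0.0512 and 0.126 without control replicates 1 and 3, and 0.472 with the controls of the 3 ages pooled, the highest of its settings (the lowest was 0.000688). Cimap3, Dnah7, Cdhr4, Myoz2 and Edn1 were chosen after their values were seen.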

Of the 315 genes exclusively differentially expressed at 14 days PI compared to control, 213 were upregulated in the PI condition and 102 were downregulated in the PI condition (Fig. 6A). 

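Of 23 genes of collagen fibril formation, 10 rose and 0 fell at 14 days PI (10 and 1 when adjusted over the list alone), with a median log2 fold change of 0.25 (camera adjusted p = 9.82e-11; adjusted p = 0.046 with an estimated correlation). Col5a2, a chain of the collagen that nucleates fibrils, rose 2.46-fold (limma adjusted p = 1.4e-05), Col1a1 rose 2.41-fold (adjusted p = 6.46e-05), and Lox, which cross-links collagen, rose 2.24-fold (adjusted p = 0.000689). Of 19 genes of the provisional matrix and cell adhesion, 1 rose and 0 fell (2 and 3 when adjusted over the list alone; median -0.17, camera adjusted p = 0.0712), the riser being Postn at 2.42-fold (adjusted p = 8.47e-06). Of 23 acute inflammatory mediators, 0 passed with limma (0 when adjusted over the list alone); 5 were lower at an unadjusted p under 0.05, and the lognormal-normal model called 1, which was lower. The median and mean of this list were 0.05 and 0.04 while its test pointed down (camera adjusted p = 0.539). S100a8 had a log2 fold change of 0.62 (adjusted p = 0.846) and Ccl2, a chemokine for monocytes, of -1.05 (adjusted p = 0.118). Of 9 neutrophil genes, 0 passed with limma or with the lognormal-normal model (1 at an unadjusted p under 0.05; median 0.12, camera adjusted p = 0.555). Of 16 genes of complement and its regulators, Cfi, which inactivates complement C3b, rose by 0.82 log2, and 3 fell (1 and 4 when adjusted over the list alone; median -0.29, camera adjusted p = 0.0036; adjusted p = 0.351 with an estimated correlation). Cfi had adjusted p = 0.0518 without control replicate 3, and of the falling genes Serping1 had 0.0586 to 0.0983 without PI replicates 2 or 5 or any control replicate and Cd55 had 0.0512 to 0.212 without PI replicates 1, 2, 4 or 5 or any control replicate.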

Enrichment analysis revealed overrepresented biological process terms associated with collagen fibril organization and the regulation of the acute inflammatory response, as well as continued overrepresentation of the cell adhesion term, first identified at 3 days PI (Fig. 6B). 

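Of 21 basement membrane genes, 9 rose and 0 fell at 14 days PI (11 when adjusted over the list alone), with a median log2 fold change of 0.41 (camera adjusted p = 1.62e-11; adjusted p = 0.0257 with an estimated correlation). Col4a2 and Col4a1, which assemble the main collagen IV network, rose 1.91-fold and 1.65-fold (limma adjusted p = 0.00339 and 0.00504). Of 16 genes of hyaluronan and small proteoglycans, 1, Aspn, rose and 0 fell (1 and 2 when adjusted over the list alone; median -0.16, camera adjusted p = 0.486). Of 14 genes of ciliated cells and the axoneme, 10 rose and 0 fell (14 when adjusted over the list alone; median 1.21, camera adjusted p = 1.7e-18; adjusted p = 0.057 with an estimated correlation). Dnah1, an axonemal dynein heavy chain, rose 2.79-fold (SE 0.27 log2, adjusted p = 0.00322) and Tekt1, a tektin of axonemal microtubules, 2.65-fold (SE 0.28, adjusted p = 0.00647). The same 14 genes held 10 rises at 3 days PI (11 when adjusted over the list alone; median 0.83, camera adjusted p = 0.000665; adjusted p = 0.476 with an estimated correlation) and, at 60 days PI, 0 with limma, 0 with the lognormal-normal model and 0 at an unadjusted p under 0.05 (median -0.10, or 0.08 without the 3 arrays that deviated together; camera adjusted p = 0.899). Of 17 genes of muscle regeneration and embryonic muscle, 8 rose and 0 fell (10 when adjusted over the list alone; median 0.75, camera adjusted p = 3.65e-16; adjusted p = 0.0451 with an estimated correlation), including the perinatal myosin Myh8 (4.42-fold, adjusted p = 3.7e-05). Of 30 genes of mature muscle, 6 rose and 0 fell (6 when adjusted over the list alone; camera adjusted p = 0.0345; adjusted p = 0.675 with an estimated correlation), such as the slow myosin Myh7 (3.77-fold, adjusted p = 0.000113); the median of that list was 0.00 and its mean 0.27. Aspn had adjusted p = 0.0582 without control replicate 3.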

Overrepresented molecular function and cellular component terms were also consistent with substantial ECM-related transcriptional activity (e.g. fibrillar collagen, basement membrane, glycosaminoglycan binding), as well as modulation of the axoneme and myosin and dynein complexes.

**Fig. 6.**
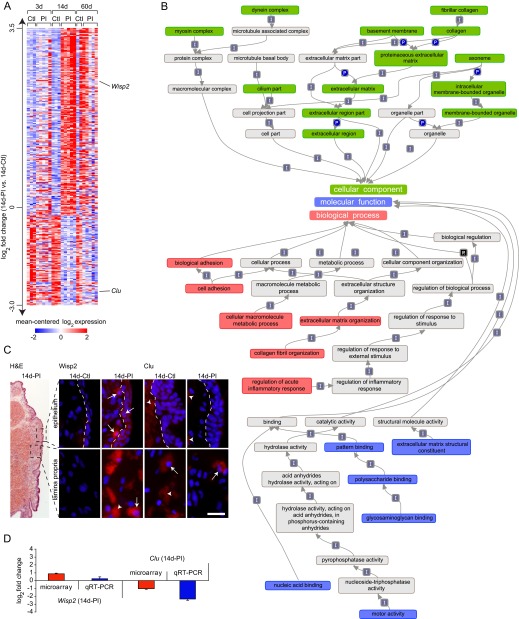
**Expression, enrichment and validation analyses of genes exhibiting differential expression at 14 days PI compared to age-matched controls.** (A) Heat map summarizing expression data for 315 differentially expressed genes exclusive to the 14-day PI (14d-PI) time point. Genes are ranked by log_2_ fold change [mean expression value in 14d-PI arrays versus mean expression value in age-matched control (14d-Ctl) arrays] along the vertical axis. Color intensity represents mean-centered log_2_ expression within each row. Thresholding was performed using a >0.95 posterior probability of differential expression. Expression values for genes represented by multiple probes reflect the probe with the maximum median for the mean across-array intensity. (B) Hierarchical map summarizing relationships between overrepresented gene ontology terms at 14d-PI compared to 14d-Ctl. Overrepresented biological process terms are red; overrepresented cellular component terms are green; overrepresented molecular function terms are blue; interconnecting terms are gray. Arrows between related terms signify ‘is a’ (I), ‘part of’ (P) or ‘regulates’ (R). Overrepresented terms were enriched for at least 10 differentially expressed genes and surpassed a *z*-score threshold of 5. (C) Images showing morphology of the VF mucosa and immunovalidation of proteins corresponding to two representative gene transcripts of interest at 14d-PI. Frozen VF mucosa coronal sections were stained with H&E, anti-Wnt1-inducible-signaling pathway protein 2 (Wisp2) or anti-clusterin (Clu) antibodies (red), and the nuclear dye DAPI (blue). Black dashed boxes in the H&E-stained image indicate the approximate anatomic orientation of all immunostained images. White dashed lines in the upper set of immunostained images indicate the boundary between the epithelium (right) and superficial lamina propria (left). Arrows indicate positively labeled cells; arrowheads indicate positive extracellular signals. Scale bar: 300 μm (H&E-stained image); 30 μm (immunostained images). (D) qRT-PCR-based validation of the two representative gene transcripts highlighted in A and analyzed at the protein level in C (mean±s.e.m.).

We selected one upregulated and one downregulated gene for validation using IHC (Fig. 6C) and qRT-PCR (Fig. 6D). The matricellular signaling transcript *Wisp2* was upregulated 1.8-fold in the PI condition compared to control; IHC revealed a corresponding increase in cellular Wnt1-inducible-signaling pathway protein 2 immunosignals in the epithelium and lamina propria. 

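Ccn5 (Wisp2), a matricellular protein of the CCN family, was 9.38 ± 0.05 log2 (SD, n = 3) in control and 10.27 ± 0.25 (n = 5) in PI mucosa at 14 days. It was 1.85-fold higher in PI mucosa (log2 fold change 0.88, SE 0.18, limma adjusted p = 0.00911), with log2 fold changes of 0.43 and 0.40 at 3 and 60 days PI (adjusted p = 0.094 and 0.618). Clu, a secreted chaperone that restrains the terminal complement complex, was 13.44 ± 0.09 log2 (n = 3) in control and 12.42 ± 0.27 (n = 5) in PI mucosa at 14 days. It was 2.03-fold lower in PI mucosa (log2 fold change -1.02, SE 0.15, limma adjusted p = 0.000459). At 3 days PI its log2 fold change was 0.01 (adjusted p = 0.985), 1.02 log2 above that at 14 days PI (adjusted p = 0.0038), and at 60 days PI it was -0.59 (adjusted p = 0.249). Of 19 genes of myofibroblasts and the TGF-beta response, Postn and Cthrc1 rose and 0 fell at 14 days PI (3 rose when adjusted over the list alone; median 0.11, camera adjusted p = 0.0129; adjusted p = 0.242 with an estimated correlation). Cthrc1 had adjusted p = 0.0809 without control replicate 3.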

The phagocyte recruiter, complement and apoptosis inhibitor *Clu* was downregulated 2.0-fold in the PI condition compared to control; IHC revealed a corresponding decrease in cellular and extracellular clusterin immunosignals in the lamina propria

### Differential expression at 60 days PI

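Oprpn, a proline-rich secretory protein, was the single gene called at 60 days PI alone. It was 3.51 ± 0.15 log2 (SD, n = 5) in PI mucosa, near the lowest signals of the arrays, and 5.36 ± 1.69 (n = 2) in control mucosa (log2 fold change -1.85, SE 0.33, limma adjusted p = 0.0368). In control mucosa at 3 and 14 days it was 3.51 ± 0.24 and 3.61 ± 0.04 log2 (n = 3 each). The lognormal-normal model called 6 genes at 60 days alone, Bmal1, Ky, Ltbp2, Ptgis, Ptpro and Tlr8, of which 2 were higher and 4 lower. Bmal1, the partner of Npas2 in the circadian clock, had a log2 fold change of 0.98 (limma adjusted p = 0.0721). Oprpn had adjusted p = 0.0503, 0.0749 and 0.116 without PI replicates 1, 3 and 5 and 0.634 without control replicate 1.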

Of the 10 genes exclusively differentially expressed at 60 days PI compared to control, two were upregulated in the PI condition and eight were downregulated in the PI condition (Fig. 7A). 

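The 17 genes of muscle regeneration and embryonic muscle had, at 60 days PI, a median log2 fold change of 0.25 (camera adjusted p = 3.28e-05; adjusted p = 0.352 with an estimated correlation). With limma 0 of them passed, 3 were higher when adjusted over the list alone, 4 were higher and 1 lower at an unadjusted p under 0.05, and the lognormal-normal model called 0. Myog had a log2 fold change of 0.48 (SE 0.26, limma adjusted p = 0.639). Of 23 acute inflammatory mediators, which include chemokines, 0 passed with limma (0 when adjusted over the list alone), 4 were lower at an unadjusted p under 0.05, and the lognormal-normal model called 1, which was lower (median -0.24, camera adjusted p = 0.182). Ccl2 had a log2 fold change of -1.17 (SE 0.40, adjusted p = 0.331), and the neutrophil chemokine Cxcl1 of -0.11 (SE 0.62, adjusted p = 0.97). Of 9 neutrophil genes, 0 passed with limma, at an unadjusted p under 0.05 or with the lognormal-normal model (median -0.01, camera adjusted p = 0.794).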

Enrichment analysis revealed overrepresented biological process terms associated with skeletal muscle regeneration, cell differentiation, chemotaxis and the bacteria-induced defense response, molecular function terms associated with chemokine activity and heparin binding, and one cellular component term associated with the myosin complex, as first identified at 14 days PI.

**Fig. 7.**
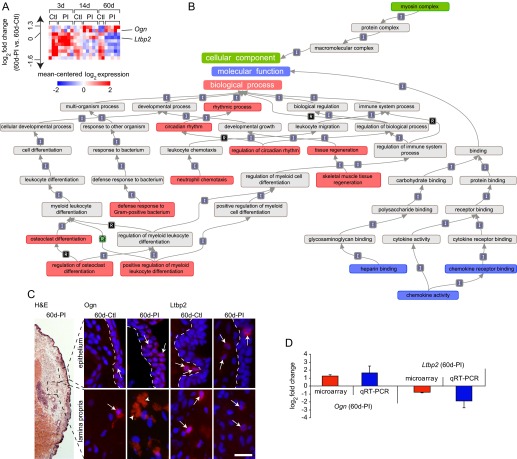
**Expression, enrichment and validation analyses of genes exhibiting differential expression at 60 days post-injury compared to age-matched controls.** (A) Heat map summarizing expression data for 10 differentially expressed genes exclusive to the 60-day PI (60d-PI) time point. Genes are ranked by log_2_ fold change [mean expression value in 60d-PI arrays versus mean expression value in age-matched control (60d-Ctl) arrays] along the vertical axis. Color intensity represents mean-centered log_2_ expression within each row. Thresholding was performed using a >0.95 posterior probability of differential expression. Expression values for genes represented by multiple probes reflect the probe with the maximum median for the mean across-array intensity. (B) Hierarchical map summarizing relationships between overrepresented gene ontology terms at 60d-PI compared to 60d-Ctl. Overrepresented biological process terms are red; overrepresented cellular component terms are green; overrepresented molecular function terms are blue; interconnecting terms are gray. Arrows between related terms signify ‘is a’ (I), ‘part of’ (P) or ‘regulates’ (R). Overrepresented terms were enriched for at least 10 differentially expressed genes and surpassed a *z*-score threshold of 5. (C) Images showing morphology of the VF mucosa and immunovalidation of proteins corresponding to two representative gene transcripts of interest at 60d-PI. Frozen VF mucosa coronal sections were stained with H&E, anti-osteoglycin (Ogn) or anti-latent transforming growth factor-β binding protein 2 (Ltbp2) antibodies (red), and the nuclear dye DAPI (blue). Black dashed boxes in the H&E-stained image indicate the approximate anatomic orientation of all immunostained images. White dashed lines in the upper set of immunostained images indicate the boundary between the epithelium (right) and superficial lamina propria (left). Arrows indicate positively labeled cells; arrowheads indicate positive extracellular signals. Scale bar: 300 μm (H&E-stained image); 30 μm (immunostained images). (D) qRT-PCR-based validation of the two representative gene transcripts highlighted in A and analyzed at the protein level in C (mean±s.e.m.).

We selected one upregulated and one downregulated gene for validation using IHC (Fig. 7C) and qRT-PCR (Fig. 7D). The extracellular proteoglycan transcript *Ogn* was upregulated 2.3-fold in the PI condition compared to control; IHC revealed a corresponding increase in cellular osteoglycin immunosignals in the epithelium and extracellular immunosignals in the lamina propria. 

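Ogn, osteoglycin, is represented by 4 probe sets. In the probe set of median intensity it was 9.49 ± 0.09 log2 (SD, n = 2) in control and 10.76 ± 0.44 (n = 5) in PI mucosa at 60 days, a 2.41-fold difference (log2 fold change 1.27, SE 0.35, limma adjusted p = 0.199). The other 3 probe sets had log2 fold changes of 1.04, 1.21 and 0.62 at 60 days PI. At 3 and 14 days PI the log2 fold changes of the probe set of median intensity were 0.25 and 0.47, and those of the others at 14 days PI were 0.77, 0.66 and 0.86, the last of which passed over probe sets (adjusted p = 0.0138). Of 16 genes of hyaluronan and small proteoglycans, 0 passed at 60 days PI with limma, 1 was higher when adjusted over the list alone, 2 were higher at an unadjusted p under 0.05, and the lognormal-normal model called 0 (median 0.00, camera adjusted p = 0.4). With the controls of the 3 ages pooled, Ogn passed at 60 days (adjusted p = 0.0366); its highest adjusted p was 0.483, with the 60-day arrays alone.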

The growth factor binding protein and extracellular microfibril assembly transcript *Ltbp2* was downregulated 1.7-fold in the PI condition compared to control; IHC revealed a corresponding decrease in cellular latent transforming growth factor-β-binding protein 2 immunosignals within the lamina propria, as well as occasional cellular signals in the epithelium.

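Ltbp2 was 9.72 ± 0.02 log2 (SD, n = 2) in control and 8.89 ± 0.12 (n = 5) in PI mucosa at 60 days, 1.78-fold lower after injury (log2 fold change -0.83, SE 0.16, limma adjusted p = 0.0656; posterior probability over 0.95 in the lognormal-normal model). At 3 days PI it rose by 0.49 log2 (adjusted p = 0.0126), and the injury effects at 14 and 60 days PI differed by 1.13 log2 (adjusted p = 0.0389). Of 18 genes of elastic fibers and microfibrils, 7 rose and 6 fell at 3 days PI (8 and 7 when adjusted over the list alone; median 0.13, camera adjusted p = 0.574). Fbn2, the fibrillin of developing tissue, rose 4.02-fold (adjusted p = 1.3e-06), while Ltbp4, another latent TGF-beta-binding protein, fell by 1.93 log2 (adjusted p = 2.81e-10). At 14 days PI, Lox and Eln, the elastin gene, rose and 0 fell (3 and 2 when adjusted over the list alone; median 0.11, camera adjusted p = 0.225), Eln by 1.11 log2 (adjusted p = 0.00176). With limma 0 of 18 passed at 60 days PI, 9 were lower when adjusted over the list alone, 1 was higher and 9 were lower at an unadjusted p under 0.05, and the lognormal-normal model called 1, which was lower (median -0.37, camera adjusted p = 7.97e-09; adjusted p = 0.157 with an estimated correlation). Ltbp2 passed at 60 days without PI replicate 4 (adjusted p = 0.0392), with the controls of the 3 ages pooled (1.82e-05) and with array weights (0.0115), and had 0.386 with the 60-day arrays alone; its call at 3 days ended without control replicate 1 (0.151).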

## DISCUSSION

Despite key differences in tissue environment, VF wound healing has traditionally been viewed as being comparable to that of skin and other non-VF mucosae. This assumption might not hold, however, as although many classic wound healing elements are conserved across organ systems, certain parameters, such as isoform-specific signaling within the transforming growth factor-β cytokine superfamily (Chang et al., 2014; Schrementi et al., 2008), appear to direct tissue-specific differences in healing outcome. Given these observations and the specialized phenotype of VF mucosa, we used a previously validated rat injury model (Ling et al., 2010a; Tateya et al., 2005; Tateya et al., 2006b) and expression microarray technology to better define VF wound healing at the transcriptome level. We observed clear patterns in VF-specific transcriptional activity as wound healing progressed, identified corresponding changes in presumed biological function through GO-based enrichment analyses, and validated a subset of repair- and regeneration-related genes at the protein level. Our microarray dataset is a resource for the wider research community with the potential to stimulate new hypotheses and avenues of investigation, improve biological and mechanistic insight, and accelerate the identification of novel therapeutic targets.

By profiling the transcriptome, our dataset provides improved insight into key biological processes that occur during VF wound healing. The analysis of overall (and relative) transcriptional activity at each time point gives an indication of the level of regional biological activity occurring as VF wound healing progresses. 

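Over all 14218 genes, the mean size of the log2 fold change was 0.31 at 3 days PI, 0.17 at 14 days PI and 0.17 at 60 days PI. Over the genes called at each time point it was 0.73, 0.88 and 1.14 with limma and 0.92, 0.82 and 1.05 with the lognormal-normal model, and over the 3913 genes called at any time point it was 0.71, 0.26 and 0.18. The widest range was at 3 days PI, from Tff2 at -3.49 to Myh3 at 6.22. Tnni1, the troponin I of slow and developing muscle, rose 21.6-fold at 3 days PI (SE 0.27 log2, limma adjusted p = 2.34e-10) and 6.92-fold at 14 days PI (adjusted p = 5.12e-06), and had a log2 fold change of 1.04 at 60 days PI (adjusted p = 0.273).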

The greatest transcriptional activity (measured by both the total number of differentially expressed genes and their mean fold change) was evident at the earliest (3 days PI) time point, in both the within- and across-time-point analyses. Furthermore, in the within-time-point analysis, the majority of genes that were differentially expressed over time in the control group (presumably due to maturation or aging) exhibited a switch from the 60d-out to the 3d-out differential expression pattern following VF injury, suggesting that their role in wound healing overrides their homeostatic function(s). These observations of dominant transcriptional activity at 3 days PI are consistent with previous descriptions of the acute VF injury response involving rapid cellular mobilization and infiltration (Branski et al., 2005; Ling et al., 2010a; Ling et al., 2010b), delivery of cytokines and other signaling molecules (Lim et al., 2006; Ohno et al., 2009; Welham et al., 2008), establishment of a provisional ECM (Branski et al., 2005; Tateya et al., 2006b) and initiation of reepithelialization (Chang et al., 2014; Ling et al., 2011). 

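The 7 genes called at 60 days PI had log2 fold changes between -1.85 and 1.21. The lower end, that of Oprpn, is no exact size, because its PI arrays lay near the lowest signals. C13h1orf115, whose function is not given by the annotation, was 9.63 ± 0.12 log2 (SD, n = 2) in control and 10.43 ± 0.18 (n = 5) in PI mucosa at 60 days, 1.73-fold higher (SE 0.12 log2, limma adjusted p = 0.0143), and it rose 1.64-fold at 14 days PI (adjusted p = 0.000499). Its log2 fold change at 3 days PI was 0.19 (adjusted p = 0.216). Cd5l was 6.24 ± 0.37 log2 (n = 2) in control and 4.84 ± 0.26 (n = 5) in PI mucosa at 60 days, and Per2 was 9.99 ± 0.20 and 8.97 ± 0.32. Neither Cd5l nor Per2 passed the test across the PI groups (adjusted p = 0.89 and 0.162). At 60 days, C13h1orf115 had adjusted p = 0.168 and 0.151 without control replicates 1 and 2, Cd5l had 0.662 and 0.0521, and Per2 had 0.197 and 0.221. Without PI replicate 5, Cd5l and Per2 had 0.0572, and Per2 had 0.0503 without PI replicate 1.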

The sharp reduction in differential expression seen at 60 days PI (i.e. 10 differentially expressed genes, exhibiting log_2_ fold changes of −1.6 to 1.3) is consistent with previous work showing that the majority of wound healing events are completed by this time point in the rat VF (Tateya et al., 2005). Reports in other injury systems (e.g. skin) have suggested that ECM remodeling can continue beyond 1 year after injury (Gurtner et al., 2008); some of these remodeling events, such as fibrous protein crosslinking, prolination and glycosylation, occur at the protein and post-translational levels and are therefore best examined with complementary assays.

As noted above, the conceptualization of VF wound healing into inflammatory, proliferative and remodeling phases (the timing and duration of which were used to select our experimental time points) is based on the extrapolation of classic descriptions in other model systems, as well as limited transcript, protein and histological data from injured VF tissue (Lim et al., 2006; Ling et al., 2010a; Tateya et al., 2006a; Tateya et al., 2005; Tateya et al., 2006b). It is apparent from our rat VF microarray data, however, that these phases are not discrete. 

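The cell division and mitosis list, with a median log2 fold change of 1.67 at 3 days PI, had a median of 0.34 at 14 days PI, when 1 of 22 genes, Aurkb, rose and 0 fell (4 rose when adjusted over the list alone; camera adjusted p = 4.63e-07; adjusted p = 0.254 with an estimated correlation). Aurkb, a kinase of chromosome segregation, had a log2 fold change of 1.07. Of 21 genes of DNA replication, 0 passed at 14 days PI with limma, 1 was higher when adjusted over the list alone, 4 were higher at an unadjusted p under 0.05, and the lognormal-normal model called 0 (median 0.16, camera adjusted p = 0.000934; adjusted p = 0.351 with an estimated correlation). Among collagen genes, Col5a3 and Loxl2, a lysyl oxidase, had log2 fold changes of 3.29 and 2.75 at 3 days PI, and Col5a1 of 1.07 at 14 days PI. Among macrophage and other myeloid genes, Fcgr3a and Adgre1 rose and Cd5l, Cybb and Lyz2 fell at 3 days PI, of 21 measured (2 and 4 when adjusted over the list alone; median -0.15, camera adjusted p = 0.259). At 3 days, Fcgr3a had adjusted p between 0.104 and 0.22 without PI replicates 3 or 4 or control replicates 2 or 3, Adgre1 between 0.0666 and 0.294 without PI replicates 2, 3 or 4 or control replicates 1 or 3, and Cybb 0.0825 and 0.0792 without control replicates 2 and 3. At 14 days, Aurkb had adjusted p between 0.0599 and 0.105 without PI replicate 5 or any control replicate.

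**Figure D2:**
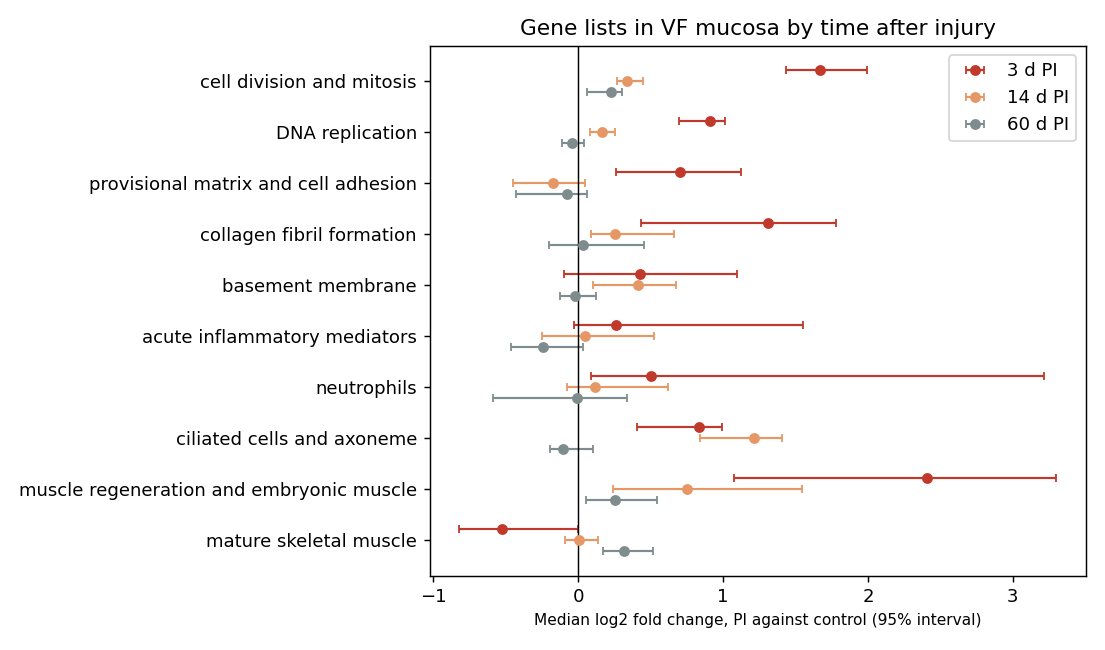
Median log2 fold change of PI against control mucosa for 10 gene lists at 3, 14 and 60 days, with 95% intervals from the ranked values of the genes of each list. The intervals take the genes of a list as independent. Cell division and muscle regeneration have their highest medians at 3 days (1.67 and 2.40) and ciliated cells at 14 days (1.21).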

Early transcription events (i.e. at 3 days PI) were primarily associated with cell division and proliferation, as well as cell adhesion to the provisional ECM; acute inflammatory activity continued at 14 days PI and was accompanied by the acceleration of ECM-related transcription. This overlapping of biological events across wound healing phases is consistent with current understanding in the general literature (Gurtner et al., 2008; Martin, 1997) and reinforces the dynamic complexity of tissue repair in the VF microenvironment. We observed clear resolution of this inflammation- and proliferation-driven transcriptional activity by 60 days PI, by which time there were just 10 differentially expressed genes. 

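Of 22 genes of cell division and mitosis, 0 passed at 60 days PI with limma, 2 were higher at an unadjusted p under 0.05, and the lognormal-normal model called 0 (median log2 fold change 0.22, camera adjusted p = 0.000101; adjusted p = 0.501 with an estimated correlation). Ccna2 had a log2 fold change of 0.21 (limma adjusted p = 0.82) and Cdk1 of 0.05 (adjusted p = 0.972). Of 23 genes of collagen fibril formation, 0 passed, 6 were higher and 3 lower at an unadjusted p under 0.05, and the lognormal-normal model called 0 (median 0.03, camera adjusted p = 0.352). Of 21 genes of macrophages and other myeloid cells, Cd5l was lower and 0 were higher, and 20 were lower when adjusted over the list alone (median -0.83, camera adjusted p = 9.83e-19; adjusted p = 0.132 with an estimated correlation). Csf1r, the receptor through which macrophages survive, had a log2 fold change of -0.86 (SE 0.19, adjusted p = 0.0865), and Cd68, a lysosomal protein of macrophages, of -1.23 (SE 0.41, adjusted p = 0.308). Cd5l had adjusted p = 0.0572 without PI replicate 5 and 0.662 and 0.0521 without control replicates 1 and 2. The deviating array, 60-day PI replicate 4, had the lowest mean of this list. In the same comparison, genes of cartilage and mature muscle had medians of 0.91 and 0.32. Those of stratified epithelium and endothelium had medians of -0.06 and 0.15. Of 16 complement genes, 0 passed with limma, 8 were lower when adjusted over the list alone and at an unadjusted p under 0.05, and the lognormal-normal model called 0 (median -0.53, camera adjusted p = 1.78e-05; adjusted p = 0.283 with an estimated correlation).

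**Figure D3:**
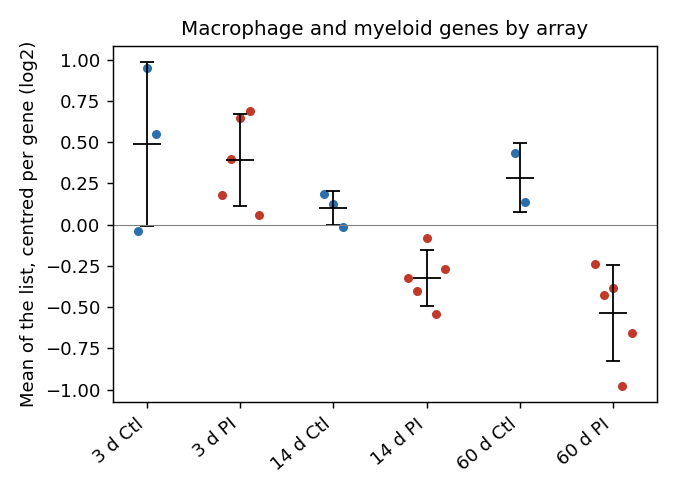
Mean of 21 genes of macrophages and other myeloid cells in each array (log2, centred per gene over the 23 mucosa arrays), with the mean and SD of each group. At 60 days the PI arrays lie between -0.98 and -0.24 and the control arrays at 0.14 and 0.43.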

Sampling at additional post-injury time points would provide improved temporal characterization of the VF injury response, particularly during the abovementioned transitional periods that connect overlapping wound healing phases.

A subset of transcripts exhibited sustained differential expression throughout the entire experimental time course. Notably, several members of this gene set, such as *Myh2*, *Myh3*, *Myod1* and *Casq2*, are associated with muscle differentiation, contractile function and repair. This finding suggests that thyroarytenoid muscle repair is a relatively slow process compared to that of the VF mucosa, an observation that is further supported by the enriched skeletal muscle regeneration ontology term seen at 60 days PI. 

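Of 30 genes of mature skeletal muscle, 0 passed at 60 days PI with limma, 2 were higher when adjusted over the list alone, 5 were higher at an unadjusted p under 0.05, and the lognormal-normal model called 0 (median log2 fold change 0.32, camera adjusted p = 4.51e-09; adjusted p = 0.352 with an estimated correlation). Acta1, the main actin of skeletal muscle, had a log2 fold change of 0.09 (SE 0.11, limma adjusted p = 0.832) and Mb of 0.09 (SE 0.20, adjusted p = 0.911). Among genes of muscle regeneration, Tnnt2, which was raised at 3 days PI, had a log2 fold change of -0.84 (adjusted p = 0.392) at 60 days PI, and Mymk of 0.14 (adjusted p = 0.881). Without the 3 arrays that deviated together, 1 gene of each of the 2 muscle lists was higher at 60 days PI.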

The detection of muscle-specific gene transcription in our dataset is not surprising given that: (1) our surgical injury procedure involved progressively stripping the VF mucosa to achieve muscle exposure, and (2) prior proteomic studies have consistently reported contaminating muscle proteins in microdissected VF mucosa (Welham et al., 2011b; Welham et al., 2013).

In future work, it would be valuable to compare these transcriptomic data with those generated from VF mucosal wounds of varying severity (Imaizumi et al., 2014; Mau et al., 2014), including in humans (Hirano et al., 2009), as many clinical patients undergo mucosal resections that are more conservative than the stripping procedure used in this study. Future studies might also consider the correspondence between select aspects of VF wound healing *in vivo* and the behavior of cultured VF fibroblasts and epithelial cells harvested from naïve, injured or scarred tissue. Classic expression microarray-based work with naïve human dermal fibroblasts, for example, has shown that the *in vitro* response of these cells to serum stimulation is consistent with certain aspects of the initial (i.e. hemostatic) injury response *in vivo* (Iyer et al., 1999); more recent research using this experimental approach suggests that there are distinct gene sets expressed by fibroblasts isolated from the regeneration-privileged oral mucosa, naïve skin and non-healing chronically wounded skin (Peake et al., 2014). The identification of such transcriptomic signatures for biologically relevant conditions in VF mucosa might lead to improved evaluation of emerging and future therapies: specifically, their capacity to drive the injured VF mucosa towards regeneration, rather than fibrosis.

## MATERIALS AND METHODS

### Mucosal injury procedure and tissue harvest

All animal experiments were performed in accordance with the Public Health Service Policy on Humane Care and Use of Laboratory Animals and the Animal Welfare Act (7 U.S.C. et seq.); the animal use protocol was approved by the Institutional Animal Care and Use Committee of the University of Wisconsin-Madison.

Four-month-old Fischer 344 male rats (Charles River, Wilmington, MA) were used for all experiments. Bilateral VF mucosal stripping injuries were created under endoscopic guidance as previously reported (Ling et al., 2010a; Tateya et al., 2005); experimentally naïve age-matched rats were used as controls. Animals were killed and tissue harvested at three time points to capture global expression profiles characteristic of the inflammatory phase (3 days PI), proliferative phase (14 days PI), and maturation and remodeling phase (60 days PI) of wound healing. A total of 20 PI rats (five arrays, *n*=4 pooled animals per array) and 12 control rats (three arrays, *n*=4 pooled animals per array) were reserved for microarray analysis and qRT-PCR validation at each time point (total *n*=96). An additional three PI rats and one control rat were reserved for histological and IHC analyses at each time point (total *n*=12). Our pooling strategy and sample size were based on typical RNA yields and VF mucosal injury-induced transcription changes reported in previous studies (Chang et al., 2014; Chang et al., 2010).

VF mucosa samples intended for RNA isolation were microdissected in an RNase-free environment, immersed in 10 μl RNAlater (Qiagen, Valencia, CA) at 4°C overnight, and then transferred to −80°C. Whole-mount larynges intended for histology and IHC were embedded in optimal cutting temperature (OCT) compound (Tissue Tek, Sakura, Tokyo, Japan), frozen with acetone and dry ice, and stored at −80°C until sectioning. Frozen sections (8 μm thick) were prepared in the coronal plane using a Leica CM-3050S cryostat (Leica, Wetzlar, Germany).

### RNA isolation

Total RNA was isolated using the RNeasy Micro kit (Qiagen) according to the manufacturer’s instructions. RNA yield and integrity were evaluated using a NanoDrop ND-1000 spectrophotometer (NanoDrop, Wilmington, DE), and samples meeting the following three criteria were retained: a concentration above 40 ng/ml, an OD_260:280_ of 1.8–2.0 and an OD_260:230_ above 1.8. Samples were further evaluated using the Agilent 2100 Bioanalyzer and RNA 6000 Pico kit (Agilent, Santa Clara, CA) according to the manufacturer’s instructions. Samples with electropherograms exhibiting sharp 18S and 28S rRNA peaks and no evidence of degradation were retained.

### Microarrays

Total RNA yield in the 60-day PI group was sufficient to run just four of the five arrays intended for this condition. All other arrays and conditions were run as planned. Biotinylated antisense cRNA was prepared by single round *in vitro* amplification of 1.2 μg input RNA using the MessageAmp II-Biotin Enhanced aRNA kit (Ambion, Austin, TX) according to the manufacturer’s instructions (the *in vitro* transcription reaction was performed at 37°C for 14 hours). Polyadenylated RNA controls (Affymetrix, Santa Clara, CA) were spiked into each reaction. Fragmented cRNA sample quality was confirmed by using 2% agarose gel electrophoresis, an Agilent 2100 Bioanalyzer analysis (Pico kit) and hybridization to Affymetrix GeneChip Test3 arrays. Samples were hybridized to Affymetrix GeneChip Rat Genome 230 2.0 arrays at 45°C for 16 hours. Post-processing was performing using the GeneChip Fluidics Station 450, arrays were scanned using the GC3000 G7 scanner and fluorescence intensity data were background-corrected and extracted using Expression Console software (Affymetrix). All hybridization, post-processing and scanning procedures were performed according to Affymetrix protocols; all control parameters for Test3 and rat genome arrays were within manufacturer guidelines. Microarray data have been deposited with the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE62204.

### qRT-PCR

Reverse transcription was performed using the QuantiTect RT kit (Qiagen) with 300 ng input total RNA per 20 μl reaction, according to the manufacturer’s instructions. Negative controls were prepared without RNA template and without reverse transcriptase. qRT-PCRs were run using the following rat-specific commercial primers (QuantiTect, Qiagen): QT01081297 (*Clu*), QT00178955 (*Il1rl1*), QT00379260 (*Lamc2*), QT00192220 (*Ltbp2*), QT00385686 (*Mmp13*), QT00435015 (*Ogn*), QT00195958 (*Sdha*), QT02340814 (*Tnc*), QT00189840 (*Wisp2*). Reactions were performed on a 7500 Fast Real-Time PCR system (Applied Biosystems, Foster, CA) using the QuantiTect SYBR Green PCR kit (Qiagen). Each 25 μl total volume reaction contained 12.5 μl 2× QuantiTect Master Mix, 2.5 μl 10× QuantiTect Primer Assay and 10 μl cDNA template (diluted 1:10 with nuclease-free H_2_O). Amplifications were performed in MicroAmp Fast Optical 96-well reaction plates with optical adhesive film covers (Applied Biosystems) according to cycling conditions suggested for the Applied Biosystems 7500 instrument in the QuantiTect SYBR Green handbook (initial activation at 95°C for 15 minutes; 40 cycles of 94°C for 15 seconds, 55°C for 30 seconds, 72°C for 30 seconds).

PCR runs were performed in duplicate using cDNA synthesized from the same batch and starting amount of total RNA. Negative controls containing no cDNA template were included for each gene within each PCR run. To avoid the influence of variation in amplification conditions across runs, all reactions for a given gene of interest were performed in the same 96-well plate. Amplification specificity for each gene was confirmed by a single distinct melting curve.

qRT-PCR data were analyzed using the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001). Mean cycle threshold (CT) values from duplicate runs were used as input data (duplicate CT values consistently varied by <0.1). *Sdha*, previously validated as stably expressed in our rat VF injury model (Chang et al., 2010), was used as the reference gene. Data were presented as log_2_-transformed mean±s.e.m. fold change

### Histology and IHC

Routine hematoxylin and eosin (H&E) staining was performed to evaluate overall tissue morphology. Sections intended for IHC were fixed in 4% paraformaldehyde, washed with phosphate-buffered saline (PBS), and incubated with Block-Ace (AbD Serotech, Raleigh, NC) and 5% donkey serum (Jackson ImmunoResearch, West Grove, PA) for 30 minutes to block non-specific binding. Next, sections were sequentially incubated with a primary antibody for 90 minutes followed by a relevant secondary antibody for 60 minutes, with thorough washing between each incubation step. Finally, slides were covered with anti-fade mounting medium containing DAPI (Vectashield, Vector Labs, Burlingame, CA) and coverslips were added. Control sections stained with an isotype control or without the primary or secondary antibody showed no immunoreactivity.

The primary antibodies used were: rabbit anti-osteoglycin (Ogn), clone M-70 (1:50; sc-67170, Santa Cruz Biotechnology, Santa Cruz, CA); goat anti-latent transforming growth factor-β-binding protein 2 (Ltgp2), clone E-18 (1:100; sc-18343, Santa Cruz Biotechnology); rabbit anti-Wnt1-inducible-signaling pathway protein 2 (Wisp2), clone H-74 (1:50; sc-25442, Santa Cruz Biotechnology); rabbit anti-clusterin (Clu), clone H-330 (1:150; sc-8354, Santa Cruz Biotechnology); goat anti-tenascin C (Tnc), clone F-17 (1:50, sc-9872; Santa Cruz Biotechnology); goat anti-laminin γ2 (Lamc2), clone G-16 (1:50; sc-31092, Santa Cruz Biotechnology); goat anti-interleukin 1 receptor-like 1 (Il1rl1), clone C-20 (1:50; sc-18687, Santa Cruz Biotechnology); and goat anti-matrix metalloproteinase 13 (Mmp13), (1:50; AB8120, Millipore, Billerica, MA). The secondary antibodies used were: Texas-Red-conjugated donkey anti-goat- and donkey anti-rabbit-IgG (1:200; Jackson ImmunoResearch).

Brightfield and fluorescent microscopy images were captured using a microscope (E-600, Nikon, Melville, NY) connected to a digital microscopy camera (Olympus DP-71, Center Valley, PA). All images were captured with consistent exposure settings. Representative images from each experimental group were selected for presentation.

### Statistical analysis

Microarray data were analyzed within the R statistical computing environment (R Development Core Team, 2007). Affymetrix probe-level data were preprocessed using Robust Multi-Array Analysis (RMA) (Irizarry et al., 2003), based on evidence of improved precision over default Affymetrix algorithms (Wu and Irizarry, 2004). Probes without a corresponding gene symbol were purged from all gene-level analyses. In cases where multiple probes corresponded to a single gene symbol, we selected the probe with the median mean across-array intensity; in the case of an even number of matched probes, we selected the larger of the two median probe intensities. The resulting normalized data were clustered to check for consistency prior to formal analysis.

Expression analysis was performed using an empirical Bayes approach as implemented in the R package EBarrays (Kendziorski et al., 2003). A lognormal-normal moderated variance (LNNMV) model was fitted to the data; parameter estimates were obtained through 20 iterations of an expectation-maximization (EM) algorithm where convergence was achieved after 10 iterations. We pursued two analysis strategies in parallel: a within-time-point analysis was used to compare PI and control data at individual time points, and an across-time-point analysis was used to evaluate change in expression over time in the PI and control groups, respectively. For all comparisons, thresholding was performed using a >0.95 posterior probability of differential expression, providing false discovery rate control at the 5% level. Heat maps summarizing expression data for differentially expressed gene lists of interest were generated using Matrix2png (Pavlidis and Noble, 2003).

Tests of enrichment through overrepresentation were conducted using the R package allez (Newton et al., 2007), the GO dataset, and genes identified as exclusively differentially expressed at 3, 14 and 60 days PI in the within-time-point analysis. Overrepresented ontology terms required at least 10 distinct differentially expressed genes and a *z*-score >5. Ontology maps were generated using OBO-Edit (Day-Richter et al., 2007).

Initial diagnostic testing was performed using quantile-quantile (QQ) plots of log intensity data versus a standard normal distribution. We further used QQ plots and comparisons of theoretical and empirical densities to evaluate the assumption of a scaled inverse chi-square prior on the gene-specific variances used in the LNNMV model. The diagnostics did not show evidence of an unacceptable model fit.

How the deposited data were processed for this re-analysis (not part of the article)

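Gene expression was measured in vocal fold (VF) mucosa of male rats on Affymetrix rat genome arrays, with the tissue of 4 rats pooled for each array. The mucosa groups were post-injury (PI) and control at 3, 14 and 60 days, with 5 and 3, 5 and 3, and 5 and 2 arrays. The methods give 4 PI and 3 control arrays at 60 days, since RNA sufficed for 4 of the 5 planned PI arrays and all others were run. The array labels and the columns of Fig. 4 give 5 and 2, and these were followed. Another 13 arrays hold cultured VF fibroblasts: 3 naive, 4 scar, 3 scar treated with siRNA against gp46 (Serpinh1) and 3 scar treated with scramble siRNA. The paper does not report on them. According to the paper, the authors summarized the probes by RMA, called differential expression with the lognormal-normal model with gene-specific variance in EBarrays at a posterior probability over 0.95, and tested gene ontology terms with allez. The values used here are the authors' log2 RMA signals of 31099 probe sets in 36 arrays, between 2.72 and 14.74. The sorted values of all 36 arrays differ by at most 0.03, so the arrays, mucosa and fibroblasts together, were brought to the same distribution. Background correction could not be varied, since no signals of single probes were used here.

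After removal of 57 Affymetrix control probe sets, 31042 remained. Gene symbols came from the annotation table given with the series. Of the probe sets, 20832 had 1 symbol, 436 had several and 9831 had none, control probe sets included; those with 1 symbol stood for 14218 genes. Symbols were matched to current ones by gene number in 20764 probe sets and by sequence accession in 2, and were kept as given in 66. A gene with several probe sets was represented by the one with the median of the mean intensities, the larger of the middle pair where their number was even, as the methods state. The figure legends word this rule differently, so the probe set with the highest mean was tried as well. Some genes that the paper names are not reported here.

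PI and control groups were compared with limma 3.58.1 in R 4.3.3, with 1 fit of 6 groups over the 23 mucosa arrays, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Change across time was tested with the moderated F test over the 3 PI or the 3 control groups, and the pattern of each called gene (3d-out, 14d-out, 60d-out or distinct) was chosen by the Bayesian information criterion. Injury effects at different times were compared by contrasts of contrasts. The fibroblast arrays had their own fit of 4 groups. An implementation of the lognormal-normal model written for this work, with 20 iterations of its EM algorithm and a posterior probability over 0.95, served as the other tool. Replicate numbers did not pair the mucosa arrays or the scar and naive cultures throughout, and the main fits used no pairing. Pearson's r between the deviations of PI and control arrays of the same number was 0.31, 0.19 and -0.03 at 3 days. It was -0.13, -0.01 and 0.09 at 14 days and -0.09 and -0.08 at 60 days. For scar and naive cultures it was 0.09, 0.12 and 0.14. Some pairing at 3 days and in these cultures is not excluded, and a replicate block was tried as an alternative. The siRNA cultures of the same number did resemble each other (Pearson's r of their deviations 0.43, 0.18 and 0.47), and a fit with a replicate block of these 6 arrays was added. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

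The 32 gene lists, chosen from general knowledge of the genes, were cell division, DNA replication, provisional matrix, collagen fibrils, basement membrane, elastic fibers, hyaluronan and proteoglycans, proteases, myofibroblasts, acute inflammation, complement, macrophages, neutrophils, lymphocytes, mast cells, mature muscle, muscle regeneration, stratified epithelium, cilia, glands, cartilage, fat, endothelium, Schwann cells, thyroid, red blood cells, immediate early genes, 2 sets of clock genes, the unfolded protein response, interferon response and cholesterol synthesis. Some lists hold genes that the paper reports from the same arrays, among them Npas2, Per2 and Bhlhe41 in the clock lists. The lists were tested with camera at a preset correlation of 0.01 and, as an alternative, at the correlation estimated from the arrays, with p adjusted over the 32 lists of a comparison. The text names every gene that the paper names, the 8 called genes with the largest rise and the 8 with the largest fall per injury comparison (6 for fibroblasts) among those whose groups did not overlap, up to 4 called members of each list, or its 2 members of highest mean where none was called. Some genes outside this rule are marked where they appear. Others are not, among them Csf1r and Cd68 at 60 days PI, which were not called although Cd5l of their list was.

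The alternatives were array weights, centring of the arrays, a repeated quantile normalization, fits of the arrays of a single time point or condition, pooled controls of the 3 ages, a replicate block, the mean of all probe sets, the probe set with the highest mean, an intensity trend in the variance, the lognormal-normal model, removal of the 30% of genes with the lowest means, and leaving out each array in turn. Fits without the 3 arrays that deviated together, and of the 6 siRNA arrays alone with and without a block, were added after the values were seen. Allez and gene ontology terms were not used here.

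The steps were tested on simulated data with known changes. Changes of 0.5, 1 and 2 log2, in 67, 67 and 66 genes, were recovered by limma in 47.8%, 91.0% and 100% of the genes with the group sizes of 3 days, 50.7%, 82.1% and 98.5% with those of 14 days, and 47.8%, 89.6% and 100% with those of 60 days. False calls were 3.05%, 2.53% and 7.06% of the calls in these designs. In simulated patterns across time, the information criterion chose the right one in 88%, 84%, 80% and 100% of 3d-out, 14d-out, 60d-out and distinct genes, and the lognormal-normal model in 100%, 94%, 98% and 100%. Limma called all 50 genes of each simulated pattern, so these shares may not hold for weaker changes in the real arrays.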

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

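The test of harvest time for the clock genes and the counts without the 3 arrays that deviated together were chosen only after the result was seen. The effect of injury differed between 3 and 14 days PI for 1123 genes, between 3 and 60 days PI for 1906 and between 14 and 60 days PI for 11 (limma contrasts of contrasts, adjusted p under 0.05). Myh2, a myosin heavy chain of fast fibers, had an effect at 3 days PI that lay below that at 14 days PI by a difference of -2.98 log2. Npas2, an activator of the circadian clock, had an effect at 3 days PI that differed by -1.68 log2 from that at 14 days PI and by -2.27 log2 from that at 60 days PI. In cultures that the paper does not report on, scar and naive fibroblasts differed in 758 genes.

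Other divisions of the same arrays into groups of these sizes were fitted for each count. For 3 days PI chance can be excluded: of 56 divisions only the real 1 gave as many as its 3771 genes, and the highest of the others, with PI replicate 5 and control replicates 1 and 3 as a group, gave 681. For 14 days PI chance can be excluded as well (1 of 56; 436 genes, highest other 1), as it can for change across the PI groups (1 of 100 drawn; 5465 genes, highest other 13). For 60 days PI chance cannot be excluded: 5 of 21 divisions gave as many as the 7 genes, and the highest, with PI replicates 1 and 4 set against the rest, gave 1850, which points to a structure of the samples around PI replicate 4. Without the 3 arrays that deviated together, among them this one, 22 genes were called. For scar against naive fibroblasts chance cannot be excluded: 2 of 35 divisions gave as many as the 758 genes, and scar replicates 1, 2 and 3 set against scar replicate 4 and the naive cultures gave 893. The fibroblast count was 1296 without scar replicate 4, 451 and 385 without scar replicates 2 and 3, and 272, 193 and 380 without naive replicates 1, 2 and 3. For the siRNA cultures 10 divisions are too few for a share under 0.05; the real count was 0 and the highest other 2.

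Both lists of clock genes had negative medians at 3 days PI and moved apart at 14 and 60 days PI. The lists hold Npas2, Per2 and Bhlhe41, which the paper reports from these arrays, so their camera tests are not independent evidence. Of 10 genes that are high together with Per and Dbp, which repress or follow the clock, 5 fell at 3 days PI, 7 at 14 days PI and 1, Per2, at 60 days PI (5, 10 and 6 when adjusted over the list alone), with medians of -0.52, -0.80 and -0.88 log2 (camera adjusted p = 0.00443, 1.34e-14 and 4.32e-09; adjusted p = 0.257, 0.00774 and 0.0328 with an estimated correlation). Among these calls, Dbp at 14 days had limma adjusted p = 0.147 without control replicate 3 and 0.0801 with a replicate block. Nr1d2 at 14 days had 0.0777 with the highest-mean probe set, and Per3 at 3 days 0.0654 with the mean of probe sets. Without the 3 arrays that deviated together, 5 of the 10 genes fell at 14 days. Of 5 genes that are high together with Bmal1, 2 fell at 3 days PI, and Npas2 alone rose at 14 and 60 days PI (2 lower, 3 higher and 5 higher when adjusted over the list alone), with medians of -0.36, 0.59 and 0.54 log2 (camera adjusted p = 0.068, 0.000609 and 6.6e-09; adjusted p = 0.189 and 0.0328 with an estimated correlation at 14 and 60 days). Clock, which fell with Npas2 at 3 days, had limma adjusted p = 0.261 with the highest-mean probe set. A difference in the time of day of harvest between PI and control rats predicts opposite moves of the 2 lists, and their medians differed by 1.40 log2 at 14 days and 1.42 log2 at 60 days, so this explanation may hold and stays open; at 3 days they differed by 0.16 log2, and the difference of the list means ranged from -0.99 to 0.75 among the 3-day control arrays. An effect of injury on the clock also stays open as an untested biological explanation, and the calls of Npas2 at 14 days (adjusted p = 0.0624 to 0.209 without any array of that time point), of Npas2 at 60 days (0.0572 without PI replicate 5, 0.634 and 0.0521 without control replicates 1 and 2), of Per2 at 3 days (0.0527 without PI replicate 3), of Per1, Per2 and Per3 at 3 days (0.0776, 0.164 and 0.0972 without control replicate 1) and of Per2 at 60 days (0.0503 and 0.0572 without PI replicates 1 and 5, 0.197 and 0.221 without control replicates 1 and 2) rest on single arrays.

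Muscle genes rose and fell in different ways, with Myh2 among those that changed sign between 3 and 14 days PI. Different amounts of muscle carried along in the dissection would move mature muscle genes with the regeneration genes and about as far. At 3 days PI the mature list had a median of -0.53 log2 (95% interval from the ranked genes -0.82 to -0.01), opposite to the 2.40 of the regeneration list. At 14 days PI its median was 0.0048 (-0.09 to 0.13) beside 0.75. These values argue against more carried-along muscle as the source of the rise of the regeneration genes at both times. Less muscle in the PI arrays could still lower the mature genes at 3 days PI, which was not tested. The intervals take genes as independent, while the estimated correlation within the mature list was 0.52, so they are likely too narrow. At 60 days PI the medians were 0.32 (0.17 to 0.51) and 0.25, and carried-along muscle cannot be told apart from injury there: the interval lies below the 1 log2 set as its mark and just reaches past the 0.5 log2 set as the bound against it. Regeneration of injured muscle remains the biological hypothesis that the time points allow for 3 and 14 days.

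Single arrays also stood apart from their groups: of 204 groups of values examined, 16 held such an array, where chance gives about 1 in 20, or 10.2. The mean correlation with the other arrays of the group was 0.986 in 3-day PI replicate 5 (next 0.993), 0.990 in 14-day PI replicate 4 (0.994) and 0.975 in 60-day PI replicate 4 (0.989). Myod1, a transcription factor of the muscle lineage, was 8.26 log2 in 3-day PI replicate 5 (next 8.78). Nrtn, neurturin, was 7.63 log2 in 14-day PI replicate 4 (7.12), and Qpct, which forms pyroglutamate at the end of peptides, was 8.62 log2 in 3-day PI replicate 1 (next 8.97) and 7.72 log2 in 60-day PI replicate 4, the lowest of its group. In 3-day PI replicate 5 the list means, centred per gene, were -0.40 for acute inflammatory mediators (0.63), -0.44 for stratified epithelium (-0.01) and -0.35 for fat (-0.03). In 3-day PI replicate 4 they were 1.23 for cell division (1.08) and -0.13 for red blood cells (-0.16). In 14-day PI replicate 4 they were -1.01 for acute inflammatory mediators (-0.31) and 0.0356 for the clock genes high with Per and Dbp (-0.37). Myofibroblast genes stood at -0.24 in 14-day PI replicate 2 (0.04), and Schwann cell genes at -0.10 in scar replicate 3 (0.12).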

How the results depend on the processing

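The fit without the 3 deviating arrays and the siRNA fits of 6 arrays are tests chosen only after the result was seen. Of 260 gene values followed, 1 reversed under the other 15 settings: Il1rl1, from -0.07 to 1.24 log2 with the mean of its probe sets, 1 of which rises. Centring the arrays and repeating the quantile normalization are void, because all arrays share 1 distribution. Gene values passed or failed as before in 251 with array weights (9 more passed), 258 with an intensity trend (2 lost), 257 with the highest-mean probe set (3 lost), 244 with the mean of probe sets (15 lost), 231 with a replicate block (29 lost), 203 with the lognormal-normal model (5 gained, 52 lost), 199 with pooled controls (15 gained, 6 lost), 202 with the arrays of 1 time point (1 gained, 17 lost) and 209 without the 3 deviating arrays (2 gained, 9 lost). Leaving out single arrays kept 1735 and lost 278 and gained 4. With array weights, which ranged from 0.07 for 60-day PI replicate 4 to 6.56 for 3-day control replicate 3, limma called 8343, 2092 and 55 genes at 3, 14 and 60 days PI, 36 in common, 13977, 2680 and 80 probe sets, 8243 genes across PI and 1977 across control time, and 1251 in scar fibroblasts. With pooled controls it called 895 and 1000 genes at 14 and 60 days, 227 in common, and 1318 and 1336 probe sets. With the arrays of 1 time point it called 910 and 0 genes at 14 and 60 days, 0 in common, and 1215 and 1 probe sets; with the PI or control arrays alone, 0 across control time. The lognormal-normal model called 2128 and 20 genes and 4004 and 36 probe sets at 3 and 60 days, 3353 across PI time (91.7% 3d-out), 64 across control time and 280 in scar fibroblasts. The mean of probe sets gave 3 genes in common and 4 across control time. A replicate block gave 2 genes and 5 probe sets at 60 days, 2 in common, 57.9% 3d-out, 1 gene across control time and 1222 in scar fibroblasts. A block of scar and naive cultures by the number in the sample name kept 32 gene values and lost 6. Among those lost, Asns, Mmp14, Insig1, Ifit3 and Lck had adjusted p = 0.0512, 0.0578, 0.0622, 0.0944 and 0.0998. Without the 3 deviating arrays there were 22 genes and 35 probe sets at 60 days, 12 genes in common, 56.0% 3d-out and 9 across control time. Signal over background limits genes of low intensity: without the 30% of lowest mean, 67.5% were 3d-out and 0 genes changed across control time. Counts of 0 from limma stand beside the unadjusted and lognormal-normal counts given at each result (1276 and 20 genes at 60 days, 945 and 64 across control time). With an estimated correlation, camera called 5, 4, 2 and 0 lists at 3, 14 and 60 days PI and in scar fibroblasts. Leaving out 1 array gave 2676 to 3805, 172 to 418 and 0 to 20 genes at 3, 14 and 60 days PI, 0 to 30 in common, 4960 to 7069, 258 to 581 and 0 to 32 probe sets, 4598 to 6454 genes across PI time (59.97% to 68.97% 3d-out), 0 to 13 across control time (23.1% to 66.7% 60d-out where any were called), 193 to 1296 in scar fibroblasts and 0 to 0 in siRNA cultures. Probe sets numbered 359 without 14-day PI replicate 5 and 258, 258 and 262 without its control replicates 1, 2 and 3, and 6, 32 and 5 without 60-day PI replicates 2, 4 and 5 and 0 and 1 without its control replicates 1 and 2. Genes at 14 days numbered 259 without PI replicate 5 and 211, 224 and 172 without control replicates 1, 2 and 3, and at 60 days 11, 20 and 2 without PI replicates 2, 4 and 5 and 0 and 2 without control replicates 1 and 2. Genes in common numbered 30 and 8 without 3-day control replicates 1 and 2, 11 without 60-day PI replicate 4, 0 without 60-day control replicate 1, 1 without 60-day PI replicate 5 or control replicate 2, 2 without 3-day PI replicate 3, 14-day control replicate 2 or 60-day PI replicate 1, and 3 without 3-day PI replicates 2 or 4, 3-day control replicate 3, 14-day PI replicates 2 or 5 or 14-day control replicates 1 or 3. Genes across control time numbered 13 and 6 without 60-day control replicates 2 and 1, 4 without 3-day control replicate 1 and 0 without any other control array. Genes in scar fibroblasts numbered 272, 193 and 380 without naive replicates 1, 2 and 3 and 451, 385 and 1296 without scar replicates 2, 3 and 4. For all these changes the cause was not tested, apart from the smaller number of genes or arrays in a setting.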

Differences from the paper's values

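The count without the 3 arrays that deviated together is the test here that was chosen only after the result was seen. The paper calls genes at a posterior probability over 0.95, while the values here are calls at a limma adjusted p under 0.05, so thresholds differ in every count below. Of 38 values compared, 27 differ by over 1.5 times. Values inside that bound can still be apart. The 3d-out share across PI time was 66.2% here and 90.8% in the paper, and 7135 probe sets were called at 3 days PI against 4773. At 3 days PI the paper gives 2311 genes and 3771 were found here; of 11 alternatives set before the data were examined, the lognormal-normal model (2128) and the removal of genes of low mean (2986) lie within 1.5 times and the other 9 do not. For 14 days PI the paper gives 714 genes, against 436; the lognormal-normal model (623), pooled controls (895) and the 14-day arrays alone (910) lie within, the other 8 do not. For 60 days PI the paper gives 49 genes, against 7; array weights (55) lie within, the other 10 do not, and these weights, estimated with 2 or 3 control arrays per group, ranged from 0.07 to 6.56. For probe sets, the paper gives 1113 at 14 days PI, against 595 (within are the lognormal-normal model with 881, pooled controls with 1318 and the 14-day arrays alone with 1215, the other 6 of 9 are not), and 78 at 60 days PI, against 12 (array weights with 80 are within, the other 8 are not). For genes common to the 3 time points the paper gives 18, against 5, and none of 11 alternatives lies within.

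For genes called at 1 time point alone, the paper gives 1931 at 3 days PI, against 3476 (the lognormal-normal model with 1839 and the removal of low means with 2760 are within, the others of 11 are not), 315 at 14 days PI, against 140 (the lognormal-normal model with 325 and the 14-day arrays alone are within, the others are not), and 10 at 60 days PI, against 1 (none within). For probe sets the paper gives 4183, against 6722 (lognormal-normal model 3583 and removal of low means 5926 within, the others of 9 not), 501, against 182 (lognormal-normal model 452 and the 14-day arrays alone 514 within, the others not), and 23, against 1 (none within). Of the genes at 3 days PI alone, the paper gives 1130 higher and 801 lower, against 1882 and 1594; within are the lognormal-normal model (1066 and 773) and, for the higher genes only, the removal of low means (1357), and the others are not. For 14 days PI alone the paper gives 213 higher and 102 lower, against 107 and 33; within are the lognormal-normal model (221 and 104), the 14-day arrays alone (242 and 150) and, for the higher genes only, array weights (251), and the others are not. For 60 days PI alone the paper gives 2 higher and 8 lower, against 0 and 1; the lognormal-normal model gives 2 higher, and no alternative is within for the lower genes. The highest log2 fold change among genes at 60 days PI alone is 1.3 in the paper, and the single gene here, Oprpn, has -1.85, which is no exact size: it lay near the lowest signals in PI mucosa (3.29 to 3.69 log2) and at 6.55 and 4.16 log2 in the 2 control arrays. The lognormal-normal model (0.98) is the 1 of 8 alternatives within. Oprpn had adjusted p = 0.0503, 0.0749 and 0.116 without PI replicates 1, 3 and 5 and 0.634 without control replicate 1.

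Across PI time the paper gives 3605 genes, against 5465; within are the lognormal-normal model (3353), the PI arrays alone (4860), a replicate block (5275) and the removal of low means (4403), and the other 6 of 10 are not. Across control time the paper gives 139 genes, 126 of them 60d-out, against 2 and 2; none of 10 alternatives is within, the lognormal-normal model giving 64 and 61. The paper gives 76 genes changed in both conditions, 12 with the same pattern, 31 that moved from 60d-out to 3d-out, and 9 called at all time points that changed over time in PI but not in control mucosa, against 2, 0, 0 and 3; the lognormal-normal model, the 1 alternative run for these, gives 40, 4, 18 and 0, none of them within. The paper's fold change of Il1rl1 at 3 days PI is 6.7, against 0.95; none of 9 alternatives is within, the mean of probe sets giving 2.36-fold and the probe set that the rule does not select 5.87-fold.

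The paper describes muscle genes, growth factor genes and others of its Fig. 4 as changed at all 3 times. Of the 17 with a named probe set, 12 were not called here at 60 days PI (adjusted p = 0.0715 to 0.17), while 6 were higher and 11 lower, as at 14 days. With pooled controls, Myh3, Myod1, Casq2, Myh2, Fez1, Nrtn, Qpct, Slc2a6, Bhlhe41, Nalcn, Sphkap and Rassf4 passed at 60 days; with array weights Myod1, Nrtn, Qpct, Bhlhe41, Nalcn, Sphkap and Rassf4 passed, and with the lognormal-normal model Nalcn, Sphkap and Rassf4. Without PI replicate 3 Myh3 passed (adjusted p = 0.0261), without PI replicate 4 Myod1 (0.0267), and without PI replicate 2 Nrtn (0.046); over the other settings their adjusted p ranged from 0.000428 to 0.541, 0.0115 to 0.525 and 0.000596 to 0.646. Slc2a6 at 14 days (adjusted p = 0.067 here) passed with the lognormal-normal model, array weights, pooled controls and the 14-day arrays alone. The fit without the 3 deviating arrays, chosen after the values were seen, called Myod1 at 60 days. The paper describes Ogn as higher and Ltbp2 as lower at 60 days PI; their directions were the same here, and neither was called (adjusted p = 0.199 and 0.0656). Ogn passed with pooled controls, and Ltbp2 with pooled controls, array weights, the lognormal-normal model, without PI replicate 4 (adjusted p = 0.0392) and without the 3 deviating arrays; their adjusted p ranged from 0.0366 to 0.483 and from 1.82e-05 to 0.386 over the settings. Ltbp2 at 3 days, called here, had adjusted p = 0.151 without control replicate 1.

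The paper describes the mean fold change as greatest at 3 days PI. Over the genes called here the mean size of the log2 fold change was 0.73, 0.88 and 1.14 at 3, 14 and 60 days PI, and over those of the lognormal-normal model 0.92, 0.82 and 1.05, where 3 days lies above 14 days, while over all genes (0.31, 0.17 and 0.17) it was greatest at 3 days. The paper describes acute inflammation among the processes at 14 days PI, and 0 of 23 genes of acute inflammatory mediators passed with limma at that time (5 lower at an unadjusted p under 0.05, 1 lower with the lognormal-normal model). Of 16 genes of complement and its regulators, Cfi rose and Clu, Serping1 and Cd55 fell then (camera adjusted p = 0.0036; adjusted p = 0.351 with an estimated correlation). The calls of Cfi, Serping1 and Cd55 were lost on leaving out single arrays. The paper uses Sdha, a subunit of succinate dehydrogenase, as reference gene for PCR and cites earlier work on its stability in this injury model. Here it fell by 0.60 log2 at 3 days PI (SE 0.14, limma adjusted p = 0.00304, 1.6e-08 to 0.0224 over the settings), was not called by the lognormal-normal model, and had log2 fold changes of -0.24 and 0.27 at 14 and 60 days PI (adjusted p = 0.553 and 0.69). These values are relative to the other RNA of each array, so they do not test its stability in PCR. Genes of ribosomal proteins and the respiratory chain had a median deviation of -0.58 log2 in 3-day PI replicate 5.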

Other observations

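The tests of macrophage genes at 60 days PI, the siRNA fit with a block and the tests without the 3 arrays that deviated together were chosen only after the result was seen. Krt7, a keratin of simple epithelia, was 4.48-fold higher in cultured scar fibroblasts (4 arrays) than in naive VF fibroblasts (3 arrays; log2 fold change 2.16, SE 0.31, limma adjusted p = 0.0038), and Tgfbi, a matrix protein induced by TGF-beta, was 4.36-fold higher (SE 0.31 log2, adjusted p = 0.0044). Serpina3n, a protease inhibitor, fell by 4.05 log2 (SE 0.59, adjusted p = 0.00464) and Igfbp5, a binding protein of insulin-like growth factors, by 2.50 log2 (SE 0.43, adjusted p = 0.00954), with every scar culture apart from every naive culture for each of these genes. Of the 758 genes called, 363 were higher and 395 lower (2961 at an unadjusted p under 0.05; 280 with the lognormal-normal model), and leaving out scar replicate 4 gave 1296, scar replicates 2 and 3 451 and 385, and naive replicates 1, 2 and 3 272, 193 and 380. Of 22 genes of cell division and mitosis, 17 rose and 0 fell with limma (21 rose when adjusted over the list alone, median 1.28, camera adjusted p = 1.61e-17, or adjusted p = 0.577 with an estimated correlation). The lognormal-normal model called 5 of these 22 genes higher and 0 lower. Ccna2 and Mki67, the antigen of dividing nuclei, had log2 fold changes of 2.82 and 2.53. Of 12 genes of cholesterol synthesis, 9 fell and 0 rose (11 fell when adjusted over the list alone; median -0.64, camera adjusted p = 2.82e-13; adjusted p = 0.475 with an estimated correlation), such as Lss and Cyp51, enzymes of the pathway, at -0.85 and -0.76 log2. In the provisional matrix list, Tgfbi and the proteoglycan Sdc1 rose (5 when adjusted over the list alone; median 0.23, camera adjusted p = 0.0097; adjusted p = 0.736 with an estimated correlation), and in the myofibroblast list Cnn1, a calponin of smooth muscle (1.86 log2), and Myl9 rose (5 when adjusted over the list alone; median 0.15, camera adjusted p = 0.0275; adjusted p = 0.736 with an estimated correlation). Of 21 DNA replication genes 0 passed with limma or the lognormal-normal model, and 2 rose when adjusted over the list alone (median 0.20, camera adjusted p = 0.00206; adjusted p = 0.884 with an estimated correlation). Myl9 had adjusted p between 0.0516 and 0.0886 without scar replicates 2 or 3 or naive replicates 1 or 3. The other 27 lists had camera adjusted p of at least 0.112.

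Pecam1 and Nos3, an adhesion molecule and the nitric oxide synthase of endothelium, rose by 0.84 and 1.33 log2 at 3 days PI (SE 0.13 and 0.21, limma adjusted p = 4.65e-05 and 5.86e-05). Of 13 endothelial genes 6 rose and 0 fell at 3 days PI and 2 rose at 14 days PI (7 and 3 when adjusted over the list alone), with medians of 0.34 and 0.19 (camera adjusted p = 0.00779 and 0.000573; adjusted p = 0.257 and 0.189 with an estimated correlation), and at 60 days PI 0 passed with limma or the lognormal-normal model (2 when adjusted over the list alone, 3 at an unadjusted p under 0.05; median 0.15, camera adjusted p = 0.00617; adjusted p = 0.352 with an estimated correlation). Of 11 Schwann cell genes 5 fell and 0 rose at 3 days PI (5 and 1 when adjusted over the list alone; median -0.28, camera adjusted p = 0.111), led by S100b, a calcium-binding protein, at -1.60 log2 (SE 0.32) and Sox10, a transcription factor of the lineage, at -0.98 log2 (SE 0.19); at 14 and 60 days PI 0 passed with limma, 4 and 1 had an unadjusted p under 0.05, and the lognormal-normal model called 1 and 0 (medians 0.10 and -0.14, camera adjusted p = 0.172 and 0.352). Of 14 gland genes, Bpifb1, a secreted airway protein, rose 6.50-fold and 4 fell at 3 days PI, among them the transcription factor Spdef (-1.15) and the water channel Aqp5 (-1.01; 1 and 6 when adjusted over the list alone; median -0.24, camera adjusted p = 0.0976); at 14 and 60 days PI 0 passed with limma, 3 and 2 had an unadjusted p under 0.05, and the lognormal-normal model called 1 and 0 (medians 0.07 and -0.13, camera adjusted p = 0.354 and 0.266). Of 21 genes of stratified epithelium, 5 rose, among them Bnc1, a transcription factor of its basal cells, by 1.36 log2, and 1 fell at 3 days PI (the same numbers when adjusted over the list alone; median 0.05, camera adjusted p = 0.468), and 1, Bnc2, rose at 14 and at 60 days PI (1 and 1 when adjusted over the list alone; medians 0.01 and -0.06, camera adjusted p = 0.459 and 0.748, the test pointing up at 60 days). Egfl7, which rose with Pecam1 at 14 days, had adjusted p between 0.0525 and 0.142 without PI replicates 1, 3, 4 or 5 or any control replicate. At 3 days, Krt17 had 0.113 to 0.117 without control replicates 1 or 3, Krt4 0.0567 without control replicate 2 and Mbp 0.0595 without control replicate 1. Bnc2 at 60 days had adjusted p = 0.0623, 0.0531 and 0.0666 without PI replicates 1, 2 and 5 and 0.786 and 0.124 without control replicates 1 and 2.

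Cd8a, a coreceptor of cytotoxic T cells, rose 4.53-fold at 3 days PI (limma adjusted p = 5.57e-07). Of 16 lymphocyte genes 2 rose and 1 fell at 3 days PI and 1 fell at 14 days PI (1 and 1, and 2 lower, when adjusted over the list alone; medians 0.03 and 0.13, camera adjusted p = 0.845 and 0.654), and 0 passed at 60 days PI with limma or the lognormal-normal model (3 at an unadjusted p under 0.05; median -0.32, camera adjusted p = 0.0635). Of 11 mast cell genes 1 rose and 3 fell at 3 days PI and 1 fell at 14 days PI (1 and 7, and 1 and 6, when adjusted over the list alone; medians -0.81 and -0.61, camera adjusted p = 0.068 and 0.00979, the latter adjusted p = 0.41 with an estimated correlation), and 0 passed at 60 days PI by limma, by the lognormal-normal model or at an unadjusted p under 0.05 (median 0.05, camera adjusted p = 0.437). Of 16 complement genes 3 rose, among them the protease inhibitor A2m by 2.35 log2, and 3 fell at 3 days PI (3 and 3 when adjusted over the list alone; median -0.21, mean 0.03 and a test pointing down, camera adjusted p = 0.622). Of 18 interferon-response genes 4 rose and 1 fell at 3 days PI (4 and 1 when adjusted over the list alone; median 0.27, camera adjusted p = 0.215), with the GTPases Gbp2 and Mx1 at 0.83 and -1.25 log2; at 14 days PI 0 passed by limma or the lognormal-normal model and 7 were higher at an unadjusted p under 0.05 (median 0.40, camera adjusted p = 1.73e-05; adjusted p = 0.254 with an estimated correlation), and at 60 days PI 0 passed by limma, the lognormal-normal model or an unadjusted p under 0.05 (median -0.03, camera adjusted p = 0.748). Of 15 genes of the unfolded protein response 6 fell and 0 rose at 3 days PI, such as Herpud1, a membrane protein of the endoplasmic reticulum, by 0.78 log2, and 1 fell at 14 days PI (6 and 1, and 2 lower, when adjusted over the list alone; medians -0.26 and -0.08, camera adjusted p = 0.0304, or adjusted p = 0.454 with an estimated correlation, and 0.0595); at 60 days PI 0 passed by limma or the lognormal-normal model and 4 were lower at an unadjusted p under 0.05 (median -0.17, camera adjusted p = 0.00292; adjusted p = 0.352 with an estimated correlation). The single calls at 14 days rest on each of several arrays: Cd4 had adjusted p between 0.0533 and 0.151 without any array of that time point, and Ms4a2 between 0.0551 and 0.21 without PI replicates 2, 3 or 5 or control replicates 1 or 3. At 3 days, Cd8b had adjusted p between 0.0641 and 0.197 without PI replicates 1, 2, 3 or 4 or control replicates 2 or 3, and Cd4 0.0971 without control replicate 2. Of the mast cell genes at 3 days, Hdc had 0.0619 without control replicate 3, Ms4a2 0.0578 to 0.154 without PI replicates 1 or 3 or control replicates 1 or 2, Tpsb2 0.0558 to 0.103 without PI replicate 3 or control replicates 1 or 2, and Gata2 0.0566 to 0.147 without PI replicates 3, 4 or 5 or control replicates 2 or 3. In the other lists at 3 days, Cd55 had 0.0602 to 0.133 without PI replicate 4 or control replicates 2 or 3, Serping1 0.051 to 0.281 without PI replicates 1, 3, 4 or 5 or control replicates 2 or 3, Ifit3 0.0768 to 0.15 without PI replicates 1, 3 or 4 or control replicates 1 or 3, Oasl 0.0599 to 0.0943 without PI replicates 3 or 4 or control replicates 1 or 3, Ddit3 0.0592 to 0.106 without PI replicate 5 or any control replicate, Hyou1 0.0505 to 0.202 without PI replicates 2, 3, 4 or 5 or control replicates 1 or 2, and Xbp1 0.052 to 0.108 without PI replicates 2, 3 or 4 or control replicates 1 or 3. Herpud1, the gene that fell at 14 days PI, had adjusted p between 0.0556 and 0.18 there without PI replicates 1, 2, 3 or 5 or any control replicate.

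Of 12 genes of cholesterol synthesis 3 fell at 3 days PI and 1 rose at 14 days PI (1 higher and 4 lower, and 2 higher, when adjusted over the list alone; medians -0.06 and 0.21, camera adjusted p = 0.205 and 0.00242, the latter adjusted p = 0.254 with an estimated correlation), and 0 passed at 60 days PI by limma, the lognormal-normal model or an unadjusted p under 0.05 (median -0.05, mean 0.00, camera adjusted p = 0.645). Of 12 fat genes 2 fell at 3 days PI, among them the fatty acid carrier Fabp4 by 1.56 log2, and 1 fell at 14 days PI (2 and 1 when adjusted over the list alone; medians -0.04 and 0.01, with a mean of -0.06 and a test pointing down at 14 days, camera adjusted p = 0.446 and 0.636), and 0 passed at 60 days PI by limma or the lognormal-normal model (2 at an unadjusted p under 0.05; median -0.07, camera adjusted p = 0.687). Of 16 immediate early genes 2 rose and 3 fell at 3 days PI (3 and 3 when adjusted over the list alone; median -0.08, camera adjusted p = 0.602); at 14 and 60 days PI 0 passed by limma, 4 and 3 were lower at an unadjusted p under 0.05, and the lognormal-normal model called 1 and 0 (medians -0.27 and -0.15, camera adjusted p = 0.00156 and 0.00617; adjusted p = 0.254 and 0.41 with an estimated correlation). Of 13 cartilage genes 0 passed by limma or the lognormal-normal model at 3, 14 or 60 days PI, and 0, 0 and 1 had an unadjusted p under 0.05 (medians -0.18, -0.45 and 0.91, camera adjusted p = 0.565, 0.122 and 0.000101; adjusted p = 0.501 with an estimated correlation at 60 days); without the 3 arrays that deviated together (3-day PI replicate 5, 14-day control replicate 3 and 60-day PI replicate 4) the median at 3 days was 0.14 and 1 gene was higher. The medians at 60 days were then 0.08 for cholesterol synthesis and 0.01 for DNA replication, and those at 14 days -0.02 for fat, -0.05 for lymphocytes and -0.06 for stratified epithelium, each of the other sign. Of 7 thyroid genes 1, the anion exchanger Slc26a4, rose by 1.71 log2 and 1 fell at 3 days PI (1 and 1 when adjusted over the list alone; median -0.15, mean 0.00, camera adjusted p = 0.524), and 0 passed at 14 or 60 days PI by limma or the lognormal-normal model (1 and 0 at an unadjusted p under 0.05; camera adjusted p = 0.403 and 0.727). Of 6 red blood cell genes 0 passed at any time by limma or the lognormal-normal model (2, 0 and 0 at an unadjusted p under 0.05; camera adjusted p = 0.602, 0.539 and 0.4). With limma 0 genes passed at 60 days PI in the lists of provisional matrix, basement membrane, myofibroblasts and DNA replication (5, 2, 3 and 0 at an unadjusted p under 0.05, 0, 0, 1 and 0 by the lognormal-normal model; camera adjusted p = 0.199, 0.911, 0.352 and 0.844), the tests of basement membrane and DNA replication pointing up with medians of -0.02 and -0.05. Sqle, the cholesterol gene called at 14 days, had adjusted p between 0.0518 and 0.0908 without PI replicate 5 or any control replicate, and Pparg, the fat gene called then, between 0.0523 and 0.273 without PI replicates 1, 2, 4 or 5 or control replicates 1 or 2. At 3 days, Pparg had 0.0804 to 0.087 without control replicates 2 or 3, Srebf2, Pax8, Klf4 and Atf3 had 0.0721, 0.105, 0.0886 and 0.0622 without control replicate 2, Fos had 0.0666 without control replicate 1, and Nr4a1 had 0.0543 to 0.308 without PI replicates 2, 3, 4 or 5 or control replicates 1 or 3.

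Serpinh1, which encodes gp46, a chaperone of collagen, had 12.58 ± 0.13 log2 (SD, n = 3) in scar fibroblasts with gp46 siRNA and 12.96 ± 0.03 (n = 3) with scramble siRNA, so that 77.0% of its signal was left (SE 0.10 log2, unadjusted p = 0.00255, limma adjusted p = 1). Every gp46 siRNA culture lay below every scramble culture. With limma 0 genes passed between these cultures, 302 had an unadjusted p under 0.05 and the lognormal-normal model called 0; with a replicate block of these 6 arrays 0 passed, 569 had an unadjusted p under 0.05 and the smallest adjusted p was 0.987. In the 32 lists 0 genes were called, and the lowest camera adjusted p was 0.16, for matrix proteases. In scar against naive fibroblasts Serpinh1 had a log2 fold change of 0.24 (adjusted p = 0.16).

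Of 21 macrophage and other myeloid genes, 1, Cd5l, was called lower at 60 days PI, 2 by the lognormal-normal model and 20 when adjusted over the list alone (median -0.83, camera adjusted p = 9.83e-19; adjusted p = 0.132 with an estimated correlation). The mean of the list differed by -0.82 log2 between the groups at 60 days (exact two-sided permutation test of array means, p = 0.0476, the smallest that 21 divisions can give), by -0.42 log2 at 14 days PI (p = 0.0179, the smallest that 56 can give) and by -0.09 log2 at 3 days PI (p = 0.732). At 14 days PI the lognormal-normal model called 6 of the 21 genes lower, more than at 60 days PI. Of the 21, 1, Cd5l, was called lower at 14 days PI, and 9 when adjusted over the list alone (median -0.39, camera adjusted p = 7.13e-08; adjusted p = 0.254 with an estimated correlation); Cd5l had adjusted p = 0.0831, 0.0816 and 0.064 without 14-day control replicates 1, 2 and 3, and at 60 days 0.0572 without PI replicate 5 and 0.662 and 0.0521 without control replicates 1 and 2. The median difference of 60-day PI from 14-day control arrays was -0.66 log2 (95% interval from the ranked genes -0.82 to -0.40). It argues against more macrophage RNA in the 2 control arrays of 60 days. The medians of epithelial and endothelial genes, -0.0555 (-0.13 to 0.11) and 0.15 (-0.06 to 0.28), argue against dilution by RNA of another tissue. Cartilage and mature muscle genes, however, had medians of 0.91 (0.30 to 1.22) and 0.32 (0.17 to 0.51) in the same comparison, and their amounts stay open. The median without PI replicate 4, -0.65 (-0.91 to -0.58), argues against a single PI array. These intervals take genes as independent, while the estimated correlation within the macrophage list was 0.60, so they are likely too narrow. A lower share of macrophages, or lower expression in them, after injury may underlie the values and stays a hypothesis, since it was found and tested on the same arrays and the comparison with 14-day controls does not separate age from injury.

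Whether cultured scar fibroblasts keep the change of the mucosa at 14 days was tested with the genes called then. The scar cultures came from 60 days after injury, so the test also crosses time points. The genes called at 14 days include muscle and cilia genes of whole mucosa, so the test is not limited to genes of fibroblasts. The 300 genes that rose at 14 days PI had a median log2 difference of 0.1195 (95% interval over genes taken as independent, 0.09 to 0.15) between scar and naive fibroblasts, 15 of them called higher and 6 lower (camera p = 0.00296, or 0.124 with an estimated correlation). The 136 genes that fell had a median of -0.05 (-0.11 to 0.00), 4 called higher and 9 lower (camera p = 0.0255, or 0.0519 with an estimated correlation). The shift lies between the values set for and against this hypothesis, so it may hold in part and is left undecided.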
